# Identification of Candidate Genes and Regulatory Factors Underlying Intramuscular Fat Content Through Longissimus Dorsi Transcriptome Analyses in Heavy Iberian Pigs

**DOI:** 10.3389/fgene.2018.00608

**Published:** 2018-12-04

**Authors:** María Muñoz, Juan María García-Casco, Carmen Caraballo, Miguel Ángel Fernández-Barroso, Fernando Sánchez-Esquiliche, Fernando Gómez, María del Carmen Rodríguez, Luis Silió

**Keywords:** transcriptome, longissimus dorsi muscle, intramuscular fat, Iberian pigs, RNA-seq

## Abstract

One of the most important determinants of meat quality is the intramuscular fat (IMF) content. The development of high-throughput techniques as RNA-seq allows identifying gene pathways and networks with a differential expression (DE) between groups of animals divergent for a particular trait. The Iberian pig is characterized by having an excellent meat quality and a high content of intramuscular fat. The objectives of the present study were to analyze the longissimus dorsi transcriptome of purebred Iberian pigs divergent for their IMF breeding value to identify differential expressed genes and regulatory factors affecting gene expression. RNA-seq allowed identifying ∼10,000 of the 25,878 annotated genes in the analyzed samples. In addition to this, 42.46% of the identified transcripts corresponded to newly predicted isoforms. Differential expression analyses revealed a total of 221 DE annotated genes and 116 DE new isoforms. Functional analyses identified an enrichment of overexpressed genes involved in lipid metabolism (*FASN, SCD, ELOVL6, DGAT2, PLIN1, CIDEC*, and *ADIPOQ*) in animals with a higher content of IMF and an enrichment of overexpressed genes related with myogenesis and adipogenesis (*EGR1, EGR2, EGR3, JUNB, FOSB*, and *SEMA4D*) in the animals with a lower content of IMF. In addition to this, potential regulatory elements of these DE genes were identified. Co-expression networks analyses revealed six long non-coding RNAs (lncRNAs) (*ALDBSSCG0000002079, ALDBSSCG0000002093, ALDBSSCG0000003455, ALDBSSCG0000004244, ALDBSSCG0000005525*, and *ALDBSSCG0000006849)* co-expressed with *SEMA4D* and *FOSB* genes and one (*ALDBSSCG0000004790*) with *SCD, ELOVL6, DGAT2, PLIN1*, and *CIDEC*. Analyses of the regulatory impact factors (RIFs) revealed 301 transcriptionally regulatory factors involved in expression differences, with five of them involved in adipogenesis (ARID5B, CREB1, VDR, ATF6, and SP1) and other three taking part of myogenesis and development of skeletal muscle (ATF3, KLF11, and MYF6). The results obtained provide relevant insights about the genetic mechanisms underlying IMF content in purebred Iberian pigs and a set of candidate genes and regulatory factors for further identification of polymorphisms susceptible of being incorporated in a selection program.

## Introduction

Intramuscular fat content (IMF) plays a major role in the determination of meat quality since it influences technological and sensorial features such as flavor, tenderness, and juiciness (Verbeke et al., 1999; Wood et al., 2008). Therefore, understanding of the genetic and physiological mechanisms affecting IMF, as well as different gene expression patterns along development has become one of the main challenges in meat science (Hocquette et al., 2010). IMF is strongly influenced by diet, breed and age and it changes across the tissues. The number (hyperplasia) and size (hypertrophia) of adipocytes within the muscle are some of the main determinants of IMF (Shi-Zheng and Su-Mei, 2009). The differentiation of preadipocytes into adipocytes starts during the embryonic growth and continues immediately after birth, to then slow down during the growth of the animal (Sepe et al., 2010). Nonetheless, the increase in adipose cell number and size continues along after the birth and is maintained during all the development of the individual (Lee and Kauffman, 1974). The hypertrophy process is caused by the accumulation of triglycerides in mature adipocytes, which is determined by the ratio between lipogenesis and lipolysis.

Transcriptome studies comparing individuals with extreme phenotypes of a trait are very useful to identify gene pathways and networks with divergent expression among groups for livestock species as cattle or pigs. Particularly, for IMF, these studies contributed to our knowledge of the processes implicated in its deposition (Cánovas et al., 2010; Damon et al., 2012; Hamill et al., 2013; Cesar et al., 2015). In the last years, most of the transcriptome studies have been carried out using high-throughput RNA sequencing (RNA-seq). Unlike expression microarrays, RNA-seq allows the identification and characterization of the full set of transcripts expressed in a tissue as well as the quantification of these transcripts.

The Iberian breed is the most representative of the Mediterranean traditional pig breeds. It is characterized for having lower growth rate, higher adipogenic potential and higher meat quality with respect of other porcine breeds. Its traditional outdoor production system includes a free-range finish-fattening period based on *ad libitum* intake of acorn and grass which strengthens the accumulation of subcutaneous and intramuscular fat (Lopez-Bote, 1998).

Intramuscular fat content is a complex trait with heritability values estimates ranging from 0.26 to 0.69 in Iberian breed populations (García-Casco et al., 2014; Ibáñez-Escriche et al., 2016; Muñoz et al., 2018). This highly hereditary component makes IMF suitable to be included in selection programs focused on obtaining highly prized pig meat and derived products. Since 2012, a breeding program of Iberian pigs fattened under a free-range feeding system is being developed. The main goals of this breeding program are the improvement of premium-cuts yield and meat quality (Muñoz et al., 2018).

Previous transcriptome studies using RNA-seq have revealed very relevant results about genetic expression patterns and networks underlying IMF at different ages, breeds, and tissues (Ayuso et al., 2015, 2016; Cardoso et al., 2018; Li et al., 2018). However, due to the particular characteristics of the Iberian pig to analyze changes in the transcriptome and regulatory factors of finishing Iberian pigs divergent for IMF content is particularly interesting.

In the present study, longissimus dorsi (LD) transcriptomes of two groups of Iberian purebred pigs divergent for IMF breeding values were analyzed with the following objectives. (i) Characterize the LD transcripts of finishing Iberian pigs; (ii) evaluate the expression differences among divergent groups and identify networks and pathways in which the differentially expressed genes are involved; (iii) identify regulatory factors affecting gene expression; (iv) detect potential candidate genes affecting IMF in order to be included to the aforementioned selection scheme.

## Materials and Methods

### Animal Material

Animal manipulations were carried out according to the regulations of the Spanish Policy for Animal Protection RD1201/05, which meets the European Union Directive 86/609 about the protection of animals used in research. Research protocols were assessed and approved by the “Instituto Nacional de Investigación y Tecnología Agraria y Alimentaria” (INIA) Committee of Ethics in Animal Research, which is the named Institutional Animal Care and Use Committee (IACUC) for the INIA. The animal material used in the present study belongs to a closed commercial population of Iberian purebred pigs in which the individuals were fed under a restricted feeding regime up to a live weight of approximately 100 kg and fattened in a free-range system based on the *ad libitum* intake of acorns and grass. Castrated males were slaughtered at an approximate age of 17 months and a final weight of 165 kg. IMF was measured as a percentage using infrared spectroscopy (NIRS) in LD samples of 914 animals slaughtered in 15 batches. The mean of the IMF was 5.11 (*SD* = 2.08).

The following mixed model was used in order to estimate breeding values (EBVs) for IMF:

$$y=\mathrm{Xb}+\mathrm{Za}+W_{\mathrm{sm}}\mathrm{sm}+W_{1}1+\mathrm{e,}$$

where **y** is the IMF of each animal, **b** represents the systematic effects in which the slaughter weight was fitted as a covariate, **a** is the vector of the additive genetic effects, **sm** is the vector of the combined free-range*/*slaughter batches random effects (28 levels), **l**, the vector of the litter random effect and **e**, the vector including the residual effects. **X**, **Z**, **W_**sm**_**, and **W_**l**_** are the incidence matrices. EBVs were estimated using the TM program (Legarra et al., 2008).

These data were used to select the pigs with the most extreme EBVs for IMF. The selection included castrated males belonging to 10 combined free-range*/*slaughter batches and excluding full and half siblings. The 12 animals with extreme EBVs were selected. The six individuals with highest values were included in the high group (H) and the six individuals with lowest values; in the low group (L). 

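The labels of the 12 pigs give each animal's IMF percentage and EBV. In the H group the labelled IMF averaged 11.9% ± 1.25 (SD, n = 6 pigs) and ran from 10.62 to 13.8%. In the L group it averaged 1.98% ± 0.262 (SD, n = 6 pigs) and ran from 1.7 to 2.28%, so that the leanest H pig lay above every L pig. The paper's reported IMF mean for the L group is 3.45. The labelled EBVs averaged 3.05 ± 0.315 (SD, n = 6) in the H group and -1.37 ± 0.0504 (SD, n = 6) in the L group. No test was made of these differences, since the pigs were chosen by their EBV.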

The mean percentages of IMF were 11.95 (*SD* = 1.25) and 3.45 (*SD* = 0.26) for the H and the L group, respectively, and the corresponding averaged EBVs were 3.07 (*SD* = 0.32) and -1.38 (*SD* = 0.05).

### Transcriptomic Analyses

#### RNA Extraction

Samples of LD of the selected 12 pigs were collected at slaughter, frozen in liquid nitrogen and stored at -80°C until analyzed. Total RNA was extracted using RiboPure^TM^ of High Quality total RNA kit (Ambion, Austin, TX, United States) following the manufacturer’s recommendations. The RNA integrity was assessed using the RNA Integrity Number (RIN) value from the Agilent 2100 Bioanalyzer device (Agilent technologies, Santa Clara, CA, United States). RNA integrity values ranged between 7 and 8.

#### Library Preparation and Sequencing

Paired-end libraries were prepared using TruSeq SBS Kit v3-(Illumina, San Diego, CA, United States) for each sample. Multiplex sequencing of the libraries was carried out on a HiSeq 2000 sequence analyzer (Illumina, Inc.) with four samples per lane, according to the manufacturer’s instruction at Centro Nacional de Análisis Genómico. Paired-end reads of 76 bp were generated. The raw sequence data have been deposited in the Gene Expression Omnibus (GEO) expression database under the accession number: GSE116951.

#### Mapping and Assembly

FastQC was used to evaluate the quality of the raw sequencing data^1^. The quality was measured according to sequence-read lengths and base-coverage, nucleotide contributions and base ambiguities, quality scores and over-represented sequences. All the samples passed the QC parameters; they had the same length, 100% coverage in all bases, 25% of A, T, G, and C nucleotide contributions, 50% GC on base content and less than 0.1% of over-represented sequences. The sequences were trimmed to remove the sequencing adaptor and poly A and T tails with Trim Galore^2^ setting default values (stringency of 6 bp) and paired-end reads where kept when both pairs were longer than 40 bp. Filtered reads were mapped against the pig reference genome (Sscrofa11.1) using TopHat v2.1.0 (Trapnell et al., 2009) applying default settings, except the reads were aligned first to the ENSEMBLE (Sscrofa11.1) transcriptome annotation (-G option) and the distance between pairs was set to 50 bp (inner-mean distance) and the standard deviation at 150 bp. Transcripts were assembled and quantified in Fragments Per Kilobase Million (FPKM) using Cufflinks v2.2.1 (Trapnell et al., 2012). The normalized expression data have been deposited in the GEO database with the accession number GSE116951. In addition, the CummeRbund Bioconductor R package (Goff et al., 2013) was used to determine the clustering of the samples according to their expression data and assess the consistence of the group analyzed.

#### Identification of Novel Isoforms and Long Non-coding RNAs (lncRNAs)

Isoforms not described so far were extracted using Cuffcompare tool from Cufflinks. Cuffcompare was run using ENSEMBL (Sscrofa11.1) transcriptome annotation as a reference to assess the accuracy of the predicted Cufflinks mRNAs or gene models and reducing the set of reference transcripts to only those overlapping with any of the input loci.

The domestic-animal lncRNA database (ALDB) (Li et al., 2015) was used to identified the long non coding RNAs (lncRNAs). Mapping and assembly were re-run using Pig lncRNAs annotation^3^.

#### Differential Expression Analyses

The expression values and the differential expression analyses between the H and L groups of the annotated genes and newly described isoforms were carried out with the Cuffdiff tool. The bias correction (-b option) and the rescue method for multireads (-u option) were set for running Cuffdiff and the remaining parameters were established as default. Two criteria were used to filter the genes, newly predicted isoforms and lncRNAs: a minimum mean group expression of 0.5 FPKM and a value of the log_2_ fold change (log_2_FC) of the expression differences among H and L equal to 1.2. In addition, to correct multiplicity of test, R package *q*-value (Storey and Tibshirani, 2003) was used, those genes and new isoforms were considered as differentially expressed (DE) with a *p-*value of 0.05 and *q*-value of 0.10.

#### Gene Functional Classification, Network and Pathway Analyses

Functional analyses of the differential expressed genes between H and L groups were carried out with the FatiGO browser from Babelomics 5^4^ using Gene Ontology (GO) database and Genome-Scale Metabolic Network (Recon). STRING tools (Szklarczyk et al., 2017) were used to study the potential interactions between the proteins codified by the DE genes and clustering through Markov Cluster Algorithm (MCL). Additionally, Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Qiagen, CA, United States) software was used to identify and characterize biological functions, gene networks and canonical pathways affected by the DE genes.

#### Correlation Among DE lncRNAs and Genes in IPA Networks

Correlations between expression values of DE lncRNAs and genes involved in the three top IPA networks were calculated. A confidence interval (CI) was obtained by bootstrapping. The correlation between randomly selected lncRNA and one gene from a total of 4,535 lncRNAs and 8,639 gene transcripts was calculated in each iteration of bootstrapping. A total of 10,000 iterations were carried out to estimate the 95% CI. Significant correlations were represented using the software Cytoscape 3.5.1 (Shannon et al., 2003). Subsequently, the location of the lncRNAs and the significantly correlated genes of the IPA Network 3 (NW3) were analyzed. As the annotation of the lncRNAs was not available for the Sscrofa11.1 annotation version, the location of the closest gene of a determined lncRNA was searched in Sscrofa10.2.

A weighted gene co-expression network analysis was performed on the DE lncRNAs and genes belonging to the IPA NW3 with the R package WGCNA (Langfelder and Horvath, 2008). The weighted correlation network was built through the creation of a matrix of pairwise Pearson correlation coefficients. A value of 6 was chosen as a soft-threshold and made the adjacency network exhibit scale-free topology. The topological overlap matrix was constructed based on the adjacency matrix. After that, the genes were clustered into different modules using hierarchical clustering and dynamic tree cutting. According to the WGCNA terminology, the first principal component was defined for each module as the eigengene. Correlations between IMF content and eigengenes of each module were calculated. The connectivity of each gene based in their intramodular connectivity was also calculated. lncRNAs with top 20% intramodular connectivity were defined as hub lncRNAs.

### Search of Transcription Factors With RIF Metrics

Regulatory transcription factors (TRF) potentially affecting the observed DE genes were also analyzed. Regulatory Impact Factors (RIF1 and RIF2) (Reverter et al., 2010) were estimated for the set of DE genes related with fatness and skeletal muscle development (139). RIF1 assigns an extreme score to the TRF consistently most differentially co-expressed with the highly abundant and highly DE genes, in addition to this, RIF2 assigns an extreme score to TRF with the most altered ability acting as predictor of the abundance of DE genes. A list of 1834 candidate TRFs were obtained from the Transcription factor prediction database^5^. Among them, 1,602 showed expression values greater than 0.5 FPKM in at least one experimental group and they were used in the RIF approach. RIF1 and RIF2 values for the *i*_th_ TRF were calculated as follows:

$$\mathrm{RIF}1_{i}=\frac{1}{n_{\mathrm{DE}}}\sum_{j=1}^{j=n_{\mathrm{DE}}}\hat{a_{j}}x\hat{d_{j}}{\left(r1_{\mathrm{ij}}-r2_{\mathrm{ij}}\right)}^{2}$$

$$\mathrm{RIF}2_{i}=\frac{1}{n_{\mathrm{DE}}}\sum_{j=1}^{j=n_{\mathrm{DE}}}\left\{{\left(e1_{j}{\mathrm{xrl}}_{\mathrm{ij}}\right)}^{2}-{\left(e2_{j}\mathrm{xr}2_{\mathrm{ij}}\right)}^{2}\right\}$$

where n_DE_ is the number of DE genes, a_j_ and d_j_, the estimated average expression and differential expression of the *j*_th_ DE gene, r1_ij_ and r2_ij_ the co-expression correlation between the *i*_th_ TRF and the *j*_th_ DE gene in the H and L groups. In addition, *e*1j and *e*2j represent the expression of the *j*_th_ DE gene in the H and L groups, respectively. Both RIFs measures were transformed to *z*-scores by subtracting the mean and dividing it by the standard deviation. Relevant TRF were identified as those with extreme values according to their corresponding confidence intervals (CI) calculated by bootstrap. In each iteration of bootstrapping, a set of *n*_DE_ = 139 genes were randomly selected from a total of 8,639 transcripts with expression values greater than 0.5 FPKM in at least one experimental group and the RIF1 and RIF2 *z*-scores of the 1602 TRF were calculated. To estimate the 99% CI intervals, this procedure was repeated 10,000 times.

The IPA software was also used to characterize and identify potential TRFs and using Genomatix software suite^6^, presence of Transcription Factor Binding Sites (TFBS) was checked in the promotor sequences of DE genes, which could bind the predicted TRFs. The Mathinspector tool identifies TFBS in sequences using a large library of weight matrices (Matrix Library 11.0). For each matrix family Mathinspector lists how many matches are found in total, in how many sequences and how often it matches in each input sequence, in addition to this, it gives a *p-*value for each common TF site. This *p-*value is the probability to obtain an equal or greater number of sequences with a match in a randomly drawn sample of the same size as the input sequence set.

### Validation by qPCR of Results

RNA samples from the 12 selected animals were used to carry out the technical validation of the differential expression of some genes that were upregulated in the H group, in L group or not DE between groups. First-strand cDNA synthesis was performed using Superscript II (Invitrogen, Life Technologies, Paisley, United Kingdom) and random hexamers in a total volume of 20 μl containing 1 μg of total RNA and following the supplier’s instructions. The expression of 15 genes was quantified by qPCR. Primer pairs used for quantification were designed using Primer Select software (DNASTAR, Madison, WI, United States) and/or Primer-Blast^7^ from the available GENBANK and/or ENSEMBL sequences, covering different exons in order to assure the amplification of the cDNA. Supplementary Table 1 shows primer sequences. First, standard PCRs on cDNA were carried out to verify amplicon sizes. Quantification was done using SYBR Green Mix (Roche, Basel, Switzerland) in a LightCycler^®^ 480 (Roche, Basel, Switzerland), following standard procedures and data were analyzed with LightCycler^®^ 480 SW1.5 software (Roche, Basel, Switzerland). All the samples were run three times and dissociation curves were obtained for each individual replicate. Single peaks in the dissociation curves confirmed the specific amplification of the genes. For each gene, PCR efficiency was estimated using the standard curve calculation using four points of the cDNA serial dilutions. Mean *C*p values were used for the statistical analyses. Stability of *B2M* and *TBP* endogenous genes was calculated using GeNorm software (Vandesompele et al., 2002) and they were used to normalize the data. Normalization factors were used to carry out the data normalization. Relative quantities were divided by the normalization factors, which were the geometric means of the two reference gene quantities. The technical validation was performed by calculating Pearson correlation between the expression values from RNA-seq data (FPKM) and the normalized gene expression data of the qPCR and estimating the concordance correlation coefficient (CCC) (Miron et al., 2006) between the FC values estimated from RNA-seq and qPCR expression measures for the 15 genes analyzed by the two technologies (RNA-seq and qPCR).

## Results and Discussion

### Characterization of Longissimus Dorsi Transcriptome and Differential Expression Analyses

A total of 1,630 million of paired-end reads were obtained from the LD transcriptome sequencing of the 12 samples. 

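RNA from the longissimus dorsi (LD), the loin muscle, of 6 H and 6 L castrated males was sequenced as 1 paired-end library per pig. Siblings were excluded, and the pigs came from several free-range and slaughter batches. Which pig belonged to which batch or sequencing lane is not given in the sources used here. Supplementary Table 2 of the paper gives 105988344 to 161747406 reads per library in the H group (median 138392260) and 117605580 to 158290780 in the L group (median 136333488). The numbers of reads in both groups overlapped widely (exact permutation test, two-sided, p = 0.881). The authors trimmed the reads, mapped them to Sscrofa11.1 with TopHat 2.1.0 guided by the Ensembl annotation, and assembled and quantified the transcripts of each library by itself with Cufflinks 2.2.1. The deposited values are the FPKM and the coverage of each assembled transcript, with its exons and without gene names. Here each transcript was assigned to a gene of the NCBI RefSeq annotation of Sscrofa11.1, by strand and shared exonic bases, and 15015 of the 28224 annotated genes on chromosomes had a value above 0 in at least 1 library. The value of a gene is the sum of the FPKM of its transcripts, scaled between libraries by median ratios. Genes with a mean of at least 0.5 FPKM in at least 1 group were tested on log2(FPKM + 0.5) with limma, two-sided, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of a lowly expressed gene. Gene lists were compared with the other genes by camera, a set test of limma, with a preset correlation of 0.01 between genes.
Some of the most abundant muscle transcripts are missing from the files. ACTA1, the skeletal muscle actin, and MYH1, MYH2 and MYH4, the fast myosin heavy chains, are listed at 0 in all 12 libraries, and TTN, which encodes titin, in 10. GAPDH and ALDOA, enzymes of glycolysis, are listed at 0 in 3 libraries each, and CKM, the muscle creatine kinase, in 2. Of the 69 genes with a median above 500 FPKM, 9 are listed at 0 in at least 1 library. For this reason a gene without a transcript in a file is described as listed at 0 and not as silent.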

After trimming and filtering, 1,623 million reads remained. Between 94.7 and 95.5% of the reads were mapped against the pig reference genome across samples (Supplementary Table 2). These percentages were higher than previously reported values in other studies: 55.5–63.0% (Pérez-Montarelo et al., 2014), 76.5–86.6% (Puig-Oliveras et al., 2014), 67.0–77.0% (Ayuso et al., 2015), all of them were mapped using the previous version of the porcine reference genome (*Sscrofa*10.2). Therefore, these results seem to confirm a greater accuracy of the new version of the reference genome comparing with the previous one.

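In the files, the coverage that Cufflinks gives per unit of FPKM grows with the number of mapped fragments of a library. It averaged 9.76 ± 1.54 (SD, n = 6) in the H group and 9.66 ± 1.11 (SD, n = 6) in the L group (exact permutation test, two-sided, p = 0.903). Over the 12 libraries it followed the reads of Supplementary Table 2, with a Pearson's r of 0.999 and a Spearman's rho of 0.993 (permutation tests, p = 1e-05 for each, the smallest that 100000 resamples can give). Without the 2 libraries farthest from the median number of reads, r was again 0.999. The paper's lowest percentage of mapped reads in Supplementary Table 2 is 94.3.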

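Over the 12 files 151663 distinct transcripts were counted, taking spliced transcripts with the same introns, and overlapping transcripts of a single exon and the same class, as one. The H libraries held more transcripts than the L libraries, 38808 ± 3189 against 34471 ± 2002 (SD, n = 6 each; exact permutation test, two-sided, p = 0.00866). Transcripts of a single exon numbered 16905 ± 2576 in the H group and 13402 ± 1618 in the L group (SD, n = 6 each; exact permutation test, two-sided, p = 0.00866). L3 had the fewest transcripts of the 12 libraries, 30535. Transcripts with the complete intron chain of an annotated transcript numbered 9098.8 ± 322 in the H group and 9229 ± 137.3 in the L group (SD, n = 6 each, exact permutation test, two-sided, p = 0.433). Among the more numerous transcripts of the H libraries these made up a smaller share, 23.9% ± 1.56 against 27.2% ± 1.58 (SD, n = 6 each, exact permutation test, two-sided, adjusted p = 0.0195 over 9 classes).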

The Cufflinks tool revealed a total of 137,022 transcripts expressed in the 12 samples. Table 1 summarizes the classification carried out with Cuffcompare. 8.96% of the transcripts were annotated as intergenic. This value was lower than those observed in other studies using an experimental backcross Iberian × Landrace in LD, 10.2% (Puig-Oliveras et al., 2014) and other tissues: 20% in adipose tissue (Corominas et al., 2013) and 27.8% in hypothalamus (Pérez-Montarelo et al., 2014) using the previous ENSEMBL transcriptome annotation (*Sscrofa*10.2). However, there were also a high percentage of transcripts falling entirely within a reference intron (16.69%) that could suggest intron retention events, incorrect annotation of exons, errors or missing prediction of isoforms. In addition, the percentage of potentially new isoforms predicted represents the 42.46% of the transcripts detected. This could be due to an incomplete porcine genome annotation which that still does not gather all the isoforms expressed in LD or to an incorrect assembly of the full-length transcript caused by incomplete coverage of the less expressed transcripts (Roberts et al., 2011).

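With the RefSeq annotation, 7872 of the distinct transcripts (5.19%) lay between annotated genes. Intergenic transcripts numbered 3109.5 ± 731 per library in the H group and 2631.3 ± 297 in the L group (SD, n = 6 each), a difference within the spread between pigs (exact permutation test, two-sided, p = 0.177, adjusted p = 0.200 over 9 classes). When only transcripts found in at least 2 libraries were counted, the intergenic share was 6.77%.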

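Transcripts inside an intron of an annotated gene made up 13.8% of the distinct transcripts (20969 transcripts). They were more numerous in the H pigs, with 7508.5 ± 1512 per library against 5315 ± 995 in the L pigs (SD, n = 6 each; exact permutation test, two-sided, p = 0.00649, adjusted p = 0.0195 over 9 classes). As a share of a library's transcripts they made up 19.5% ± 2.30 in the H group and 15.5% ± 2.19 in the L group (SD, n = 6 each; exact permutation test, two-sided, p = 0.00649). Possible pre-mRNA fragments, which overlap an exon and at least part of an intron, numbered 1358.2 ± 204 in the H group and 1079.2 ± 158 in the L group (SD, n = 6 each; exact permutation test, two-sided, adjusted p = 0.0195). Their share, 3.54% ± 0.284 against 3.16% ± 0.313, did not pass (adjusted p = 0.102).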

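Potentially new isoforms, which share a splice junction with an annotated transcript but not its whole intron chain, made up 25.4% of the distinct transcripts (38542 transcripts). The H libraries held 5493.2 ± 212 of them and the L libraries 5178 ± 136 (SD, n = 6 each; exact permutation test, two-sided, p = 0.0108, adjusted p = 0.0195 over 9 classes). As a share of a library they were lower in the H group, 14.4% ± 0.680 against 15.3% ± 0.537 (SD, n = 6 each, exact permutation test, two-sided, p = 0.0216, adjusted p = 0.0649). Many were assembled in a single pig. Among the transcripts found in at least 2 libraries their share was 14.3%, and among those at 0.5 FPKM or more in a library it was 28.6%. Transcripts contained in an annotated transcript formed the largest class, 32.9%.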

**Table 1:** Classification of the transcripts identified in the longissimus dorsi samples in relation to the Ensembl annotated pig genes.

	Transcripts, *n*	Transcripts %
Complete match of intron chain	12,803	9.34
Contained in the reference	8,492	6.20
Potentially novel isoform	58,182	42.46
Possible pre-mRNA	3,791	2.77
Transcript falling within a reference intron	22,863	16.69
Generic overlap with a reference transcript	2,594	1.84
Possible polymerase run-on fragment	2,151	1.57
Intergenic transcript	12,276	8.96
Exonic overlap on the opposite strand	1,974	1.44
Multiple classifications	11,966	8.73
Total	137,022	100.00

Figure 1 represents the expression values obtained with Cuffdiff for the 25,878 genes annotated in the pig genome. The distribution of gene expression levels was similar in both groups. 

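In the H group 31.1% of the 28224 annotated genes had a mean between 0.5 and 10 FPKM, and in the L group 29.8%. Between 10 and 100 FPKM lay 10.5% of the genes in the H group and 10.8% in the L group. Above 1000 FPKM lay 46 genes in the H group and 49 in the L group, and between 100 and 1000 FPKM 361 and 383. Among the abundant transcripts listed in every library, MYLPF, the fast regulatory myosin light chain, ranged from 6602 to 12056 FPKM in the H pigs and from 6570.8 to 12658 in the L pigs. TNNC2, the fast troponin C, ranged from 4854.6 to 10443 FPKM in the H pigs and from 4394.5 to 7443.2 in the L pigs. Between libraries, the Pearson correlation of log2(FPKM + 0.5) over the genes tested averaged 0.890 within the H group, 0.893 within the L group and 0.890 between the groups. The first principal component held 15.3% of the variance and did not separate the groups (exact permutation test, two-sided, p = 0.212), and L3 lay farthest out on it.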

A total of 14,837 and 15,053 genes in the H and L groups, respectively, were not expressed, therefore, less than a 50% of total porcine annotated genes in the *Sscrofa*11.1 genome assembly (10,029 on average in the two groups) were expressed in the studied samples. These values were lower than those reported in studies of biceps femori of Iberian purebred and a Duroc × Iberian crossbred piglets, with an average of 11,392 genes expressed out of the 22,861 annotated genes in the Sscrofa10.1 (Ayuso et al., 2015).

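In the files, 13571 annotated genes (48.1%) were at 0 in all H libraries and 13997 (49.6%) in all L libraries. Above 0.5 FPKM lay 11816 ± 143 genes per library in the H group and 11593.7 ± 151 in the L group (SD, n = 6 each). This difference of 222.3 genes passed an exact permutation test at 0.5 FPKM (two-sided, p = 0.0281), but not at a minimum of 0.1 FPKM (p = 0.152), at 1 FPKM (p = 0.0584) or with the FPKM as deposited (p = 0.0714). A mean above 0.5 FPKM in at least 1 group was reached by 12394 genes, and in both groups by 11653.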

**FIGURE 1:**
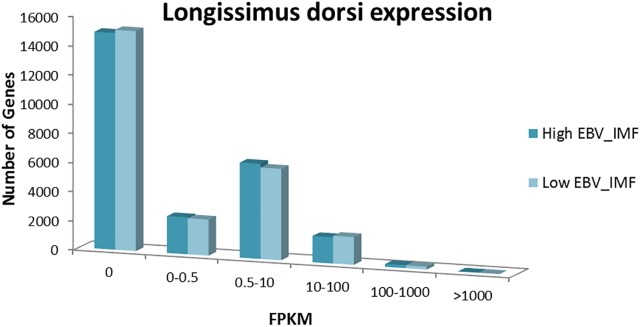
Gene expression distribution of the 25,878 genes annotated in the pig genome (Sscrofa11.1) in fragments per kilobase million (FPKMs) normalized values in the H and L groups.

The differential expression analyses showed a total of 221 DE of the annotated genes and 116 DE newly predicted isoforms. 

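Adipocyte markers, erythroid markers, endothelial markers, smooth muscle and pericyte markers and genes of de novo lipogenesis rose as groups in the H pigs. Immediate early genes, heat shock genes, genes of the unfolded protein response and genes of muscle atrophy fell as groups. The fall of the atrophy list was slight, with a median log2 fold change of -0.05 and 4 of its 11 members tested higher. These are the 9 of 27 gene lists fixed beforehand that passed camera at an adjusted p under 0.1. None of the 9 passed with an estimated correlation, where the smallest adjusted p = 0.289 with an estimated correlation, and none passed with fry, another set test of limma, where the smallest adjusted p was 0.164. Without H4 and L3 the heat shock, unfolded protein, atrophy and pericyte lists did not pass camera either. Lists of fast fibre genes and glycolysis did not pass it, and oxidative phosphorylation passed with quantile normalization alone.
Of the 12394 genes tested one by one, 1 passed limma at an adjusted p under 0.1, the non-coding gene LOC102162288. It was one of 901 genes with an unadjusted p under 0.05. At the study's thresholds on p, q and fold change 1 gene passed, and at its thresholds on p and fold change alone 174 genes did. On simulated data for these 12394 genes, 76 of 100 genes changed by 1.2 on the log2 scale and 94 of 100 changed by 2 were recovered. These shares need not hold for genes that vary more between pigs. FOS, with a log2 fold change of -2.30 (standard error 0.59), was not called (adjusted p = 0.552 from limma).

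**Figure D1:**
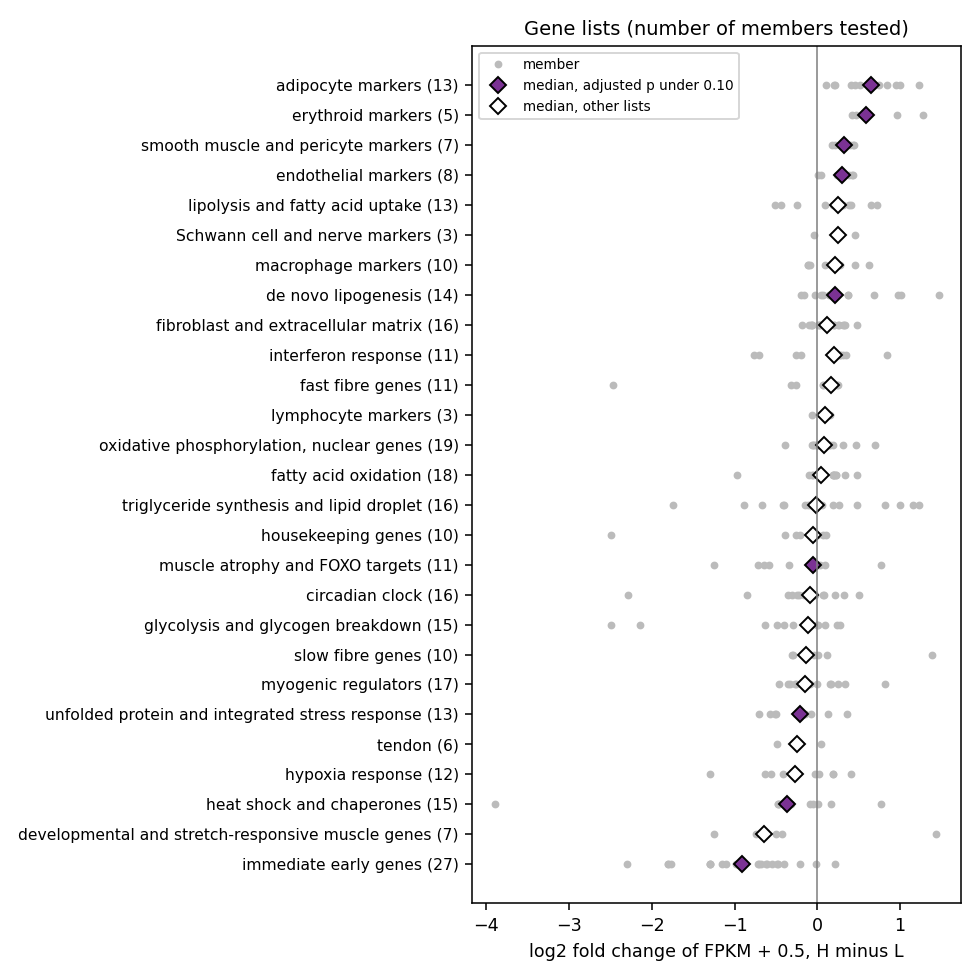
Log2 fold change of log2(FPKM + 0.5), H minus L, of the members of 27 gene lists (grey points) with the median of each list (diamonds, filled where the list passed camera at an adjusted p under 0.1), in 6 H and 6 L pigs. The filled diamonds run from 0.65 for adipocyte markers down to -0.91 for immediate early genes.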

While 78 of the annotated genes were upregulated in the H group, the remaining 143 genes showed greater expression in the L group. In addition to this, 44 newly predicted isoforms showed higher expression in the H group and 72 in the L group. 

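LOC102162288 is annotated as a long non-coding RNA on the minus strand of chromosome 5 of Sscrofa11.1, from 64105001 to 64105896. It was listed in every H library, at 0.886, 0.955, 1.26, 0.961, 1.26 and 0.582 FPKM in H1 to H6, and at 0 in all 6 L libraries. Its adjusted p from limma was 0.00431 (exact permutation test, two-sided, p = 0.0022, the smallest that 6 pigs against 6 allow). At a minimum of 1 FPKM it was not tested and limma called 0 genes, with 805 at an unadjusted p under 0.05. Of the genes with an unadjusted p under 0.05, 484 were higher in the H group and 417 lower, and this order turns with the FPKM as deposited (401 higher, 413 lower). With a fold change of at least 1.2 on the log2 scale added, 110 were higher and 64 lower, but 83 and 80 with quantile normalization, and 49 and 52 at a minimum of 1 FPKM.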

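Of 1625 new isoforms found in at least 6 libraries, 4 passed limma at an adjusted p under 0.1, with 101 at an unadjusted p under 0.05 (42 higher in the H group and 59 lower). An isoform of EIF3F, which encodes a subunit of a translation initiation factor, was listed at 38.3 to 47.9 FPKM in all 6 H libraries. In the L group it was listed at 50.4 FPKM in L4 and at 0 elsewhere (adjusted p = 0.0879 from limma). Without L4 the gene EIF3F as a whole was lower in the H group (log2 fold change -1.60). In that fit the gene therefore ran opposite to this isoform, and the cause was not tested. An isoform of MFF, a mitochondrial fission factor, was listed at 11.7 to 25.4 FPKM in the H libraries, at 15.9 FPKM in L1 and at 0 in the other L libraries (adjusted p = 0.0879 from limma). An isoform of SUPT6H, a transcription elongation factor, was listed at 10.2 to 17.5 FPKM in the L libraries, at 9.05 FPKM in H1 and at 0 in the other H libraries (adjusted p = 0.0854 from limma). An isoform of LOC106509080 was listed at 0.604 to 1.67 FPKM in the L libraries, at 0.594 FPKM in H3 and at 0 in the other H libraries (adjusted p = 0.0854 from limma). With no minimum number of libraries, limma called 0 of 9584 isoforms, with 199 at an unadjusted p under 0.05.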

The log_2_ fold change of these genes ranged from 1.2 to 3.41.

Recent developments in cDNA cloning and sequencing technologies have disclosed a huge number of non-coding transcripts (ncRNAs) of variable length, localization, and function. The current approach for studying ncRNAs aims to further classify these transcripts by size, where ncRNAs longer than 200 nucleotides are referred to as lncRNAs. Through their interactions with proteins, RNA and DNA, lncRNAs could provide various regulatory mechanisms necessary for mammalian development. Frequently, lncRNAs regulates the expression of close genes (Guil and Esteller, 2012) and a number of lncRNAs involved in lipid metabolism and IMF development has been recently identified and characterized in the pig LD transcriptome (Zou et al., 2018). In the present study, a total of 4,506 lncRNAs out of 4,535 were expressed in LD muscle. The differential expression of these lncRNAs showed a total of 43 DE lncRNAs between H and L groups.

### *q-PCR* Validation of Differential Expression Analyses

In order to validate the RNA-seq experiment, real-time quantitative PCR (q-PCR) was used to assess the expression of 15 genes (five upregulated and five downregulated in the H group and five unchanged, two of them showing low expression and the remaining three showing a medium-high expression). All the correlation coefficients between both measures of gene expression were positive and 13 were significantly different from zero (Table 2). 

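FASN, SCD, PLIN1, ADIPOQ and ELOVL6, genes of lipid synthesis and adipocytes, had a higher mean FPKM in the H group, as they had a higher q-PCR value in the paper's Table 2. FOS, EGR1, ATF3 and PFKFB3, which respond quickly to stimulation, had a lower mean FPKM in the H group, and so did SPP1, which encodes osteopontin. In all, 11 of the 15 genes had the sign of the paper's q-PCR fold change, and CNOT10, DCAF5, DNAJA1 and GPHN had the opposite sign. Across the 15 genes, the concordance correlation between the log2 ratio of the mean FPKM and the paper's q-PCR fold change was 0.956, and Pearson's r was 0.961. These are correlations across genes, which are not independent replicates. With limma's log2 fold change in place of the ratio the concordance was 0.892. Adjusted over the 15 genes alone, 1 was higher (FASN) and 1 lower (FOS), which is not independent evidence, since the study chose the genes on these samples. Over all genes tested, limma called none of the 15, with 2 at an unadjusted p under 0.05.

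**Figure D2:**
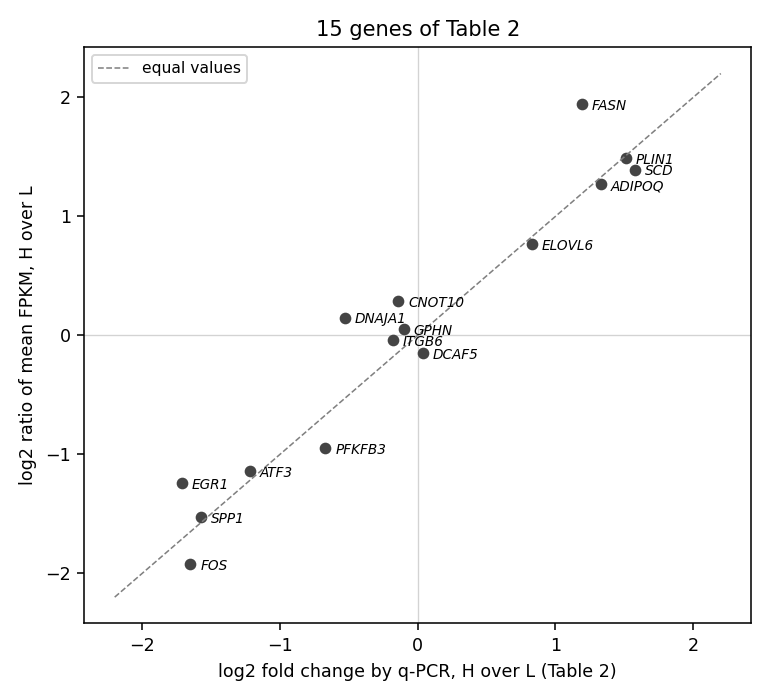
Log2 ratio of the mean FPKM of the H over the L group (y axis) against the paper's log2 fold change by q-PCR from Table 2 (x axis), for 15 genes, with a dashed line of equal values. FOS lies lowest, at -1.92 on the y axis, and FASN highest, at 1.95.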

The CCC calculated between the expression measures (FC) obtained from RNA-seq and q-PCR (CCC = 0.98) points out a substantial strength-of-agreement of the experiment which validate the global reproducibility of the RNA-seq results. The *SPP1* gene showed the highest concordance between methods and *CNOT10* the one with the lowest agreement.

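SPP1 lies on chromosome 8 of Sscrofa11.1 from 131077786 to 131085334. Its expression was 2.57 ± 2.90 FPKM in the H group and 7.40 ± 11.3 FPKM in the L group (SD, n = 6 each), with 28.1 FPKM in L1 and 13.2 FPKM in L3 and at most 1.24 FPKM in the other L pigs. The log2 ratio of the means was -1.53, and the paper's q-PCR value is -1.57. On the log2(FPKM + 0.5) scale its fold change was -0.57 (standard error 0.93, adjusted p = 0.903 from limma), and 0.07 without L1. CNOT10, a subunit of the deadenylase complex that shortens mRNA tails, lies on chromosome 13 from 18649725 to 18736075. Its expression was 3.33 ± 1.36 FPKM in the H group and 2.73 ± 1.11 FPKM in the L group (SD, n = 6 each), a log2 ratio of 0.28 (exact permutation test, two-sided, p = 0.468), and the paper's q-PCR value is -0.14. With only transcripts that match an annotated intron chain its log2 fold change was -0.99.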

**Table 2:** Technical validation of RNA-seq experiment by qPCR: list of validated genes, log_2_ of fold change values (log_2_FC) between high (H) and low (L) groups and Pearson correlations between expression values obtained from each technique.

Gene	log_2_FC RNA-seq	log_2_FC qPCR	Pearson correlation	*p-*Value
*ADIPOQ*	1.31	1.33	0.571	0.053
*ATF3*	-1.17	-1.22	0.984	6.92 × 10^-9^
*CNOT10^∗^*	-0.25	-0.14	0.642	0.024
*DCAF5^∗^*	-0.26	0.04	0.821	0.001
*DNAJA1^∗^*	-0.57	-0.53	0.961	1.01 × 10^-8^
*EGR1*	-1.64	-1.71	0.962	5.63 × 10^-7^
*ELOVL6*	1.50	0.83	0.807	0.002
*FASN*	2.54	1.19	0.808	0.001
*FOS*	-1.67	-1.65	0.961	6.72 × 10^-7^
*GPHN^∗^*	-0.05	-0.10	0.550	0.064
*ITGB6^∗^*	0.12	-0.18	0.758	0.004
*PFKFB3*	-1.10	-0.67	0.981	1.83 × 10^-8^
*PLIN1*	1.39	1.51	0.959	8.89 × 10^-7^
*SCD*	1.55	1.58	0.857	3.67 × 10^-7^
*SPP1*	-1.62	-1.57	1.000	6.67 × 10^-18^

*^∗^No differentially expressed in RNA-seq experiment; concordance correlation coefficient (CCC) value = 0.98.*

### Functional Analyses

The GO enrichment analyses carried out with FatiGO (Babelomics) on the 221 DE annotated genes and 116 DE predicted isoforms identified 197 GO biological processes (GO_BP_) and five GO_SLIM_ enriched in DE genes (Supplementary Table 3). 

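Among 8 genes of skeletal muscle development, EGR1, EGR2, FOS, ATF3, ANKRD1 and HDAC9 had lower values in the H pigs, and MYF6 and DMD slightly higher values. As a group they fell, with a median log2 fold change of -0.83 (limma's camera, adjusted p = 0.00837, adjusted p = 0.497 with an estimated correlation), and the group's score was below the L median in 5 of 6 H pigs. The median was -0.33 without H4 and L3. HDAC9, a histone deacetylase that represses muscle gene transcription, lies on chromosome 9 of Sscrofa11.1 from 87164400 to 88192803. It was at 4.18 ± 2.04 FPKM in the H group and 11.1 ± 5.55 FPKM in the L group (SD, n = 6 each, log2 fold change -1.29, standard error 0.37, adjusted p = 0.569 from limma, exact permutation test, two-sided, p = 0.0130). Its direction turned to 0.71 with only transcripts that match an annotated intron chain. ANKRD1, a stretch-responsive muscle gene, was at 278 ± 200 FPKM in the H group and 741.2 ± 1009 FPKM in the L group (SD, n = 6 each), with 2730 FPKM in L3 (adjusted p = 0.888 from limma), and without H4 and L3 its log2 fold change was 0.19. DMD, which encodes dystrophin, was at 18.2 ± 5.69 and 15.9 ± 6.28 FPKM (SD, n = 6 each; exact permutation test, two-sided, p = 0.5). Adjusted over the list alone, 2 of the 8 were lower, FOS and HDAC9, and none was called over all genes tested with limma, where 2 had an unadjusted p under 0.05. The study chose these genes on these samples, so neither camera's p nor the count is independent evidence.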

Three out of the ten top overrepresented pathways with adjusted *p*-values <10^-7^ involved skeletal muscle tissue: skeletal muscle tissue development (eight genes), skeletal muscle organ development (eight genes), and skeletal muscle cell differentiation (six genes). 

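Genes of triglyceride synthesis and the lipid droplet showed no common direction. Of the 16 tested, 8 had a higher value in the H group and 8 a lower one, with a median log2 fold change of -0.02 and a mean of 0.04 (limma's camera, adjusted p = 0.447, towards higher). PLIN3, a protein that coats lipid droplets, was at 2.78 ± 0.733 FPKM in the H group and 1.82 ± 0.345 FPKM in the L group (SD, n = 6 each; exact permutation test, two-sided, p = 0.00866). Together with CIDEC it was higher when adjusted over the list alone. LPIN1, a phosphatidate phosphatase, was at 21.4 ± 3.42 and 29.8 ± 11.4 FPKM in the H and L groups (SD, n = 6 each; exact permutation test, two-sided, p = 0.0541). Of 13 genes of lipolysis and fatty acid uptake 10 had a higher value in the H group (median log2 fold change 0.25, limma's camera, adjusted p = 0.425), among them LPL, the lipoprotein lipase, and of 18 genes of fatty acid oxidation 14 (median 0.05, limma's camera, adjusted p = 0.354, and 0.0446 with quantile normalization). LPL had a log2 fold change of 0.72. In the last pair of lists none passed when adjusted over the list alone. No member of the 3 lists was called over all genes tested with limma, where 4 of the triglyceride genes, 1 of the lipolysis genes and 1 of the oxidation genes had an unadjusted p under 0.05.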

Among the 197 GO terms, 11 GO_BP_ and one GO_SLIM_ were related with fat metabolism (Table 3). The Genome-Scale Metabolic Network (Recon) revealed an enrichment of genes upregulated in the H group in the *fatty acid elongation* pathway (Table 3) pointing out an overstimulation of the lipogenesis in muscle of animals with high EBVs for IMF.

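Genes of the de novo lipogenesis list, which build fatty acids from acetyl-CoA or elongate them, rose as a group in the H pigs by camera at the preset correlation. Of the 14 tested, 11 had a higher value in the H group, with a median log2 fold change of 0.21 (limma's camera, adjusted p = 0.0186, adjusted p = 0.289 with an estimated correlation), and the group's score was above the L median in all 6 H pigs (exact permutation test, two-sided, p = 0.0130, adjusted p = 0.195 over 36 lists). FASN and ELOVL5 passed when adjusted over the list alone. The study names FASN as differentially expressed on these samples, so its part in the rise is not independent evidence. No member was called over all genes tested with limma, where 2 had an unadjusted p under 0.05. ELOVL5, an elongase of polyunsaturated fatty acids, lies on chromosome 7 of Sscrofa11.1 from 46860768 to 46932945. It was at 2.85 ± 0.824 FPKM in the H group and 1.58 ± 0.438 FPKM in the L group (SD, n = 6 each, log2 fold change 0.68, standard error 0.20, adjusted p = 0.569 from limma, exact permutation test, two-sided, p = 0.00649). ACLY, which makes the acetyl-CoA for this pathway, was at 4.26 ± 1.20 and 4.26 ± 1.60 FPKM in the H and L groups, and ACACA, the acetyl-CoA carboxylase, at 1.95 ± 1.04 and 2.11 ± 0.470 FPKM (SD, n = 6 each).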

**Table 3:** Summary of significantly overrepresented pathways related with lipid metabolism in the DE genes between H and L groups.

Term	Genes	Adjusted *p-*value
GO_BP_		
Response to fatty acid (GO:0070542)	*CTGF, ADCY6, ADIPOQ, DGAT2*	1.38 × 10^-4^
Triglyceride metabolic process (GO:0006641)	*ELOVL6, THRSP, FASN, PLIN1, DGAT2*	3.75 × 10^-4^
Neutral lipid metabolic process (GO:0006638)	*ELOVL6, THRSP, FASN, PLIN1, DGAT2*	4.27 × 10^-4^
Fat pad development (GO:0060613)	*ARID5B, DGAT2*	8.77 × 10^-4^
Triglyceride biosynthetic process (GO:0019432)	*ELOVL6, THRSP, FASN, DGAT2*	0.001
Neutral lipid biosynthetic process (GO:0046460)	*ELOVL6, THRSP, FASN, DGAT2*	0.002
Long-chain fatty-acyl-CoA metabolic process (GO:0035336)	*ELOVL6, FASN, DGAT2*	0.002
Fatty-acyl-CoA metabolic process (GO:0035337)	*ELOVL6, FASN, DGAT2*	0.003
Adipose tissue development (GO:0060612)	*ARID5B, DGAT2*	0.003
Long-chain fatty-acyl-CoA biosynthetic process (GO:0035338)	*ELOVL6, FASN*	0.003
Fatty-acyl-CoA biosynthetic process (GO:0046949)	*ELOVL6, FASN*	0.003
GO_SLIM_		
Lipid particle (GO:0005811)	*CIDEC, PLIN1, DGAT2*	0.003
*Recon*		
Fatty_acid_elongation	*FASN, SCD*	0.003

*GO_*BP*_, biological process; GO_*SLIM*_, cut-down versions of the GO ontologies containing a subset of the terms in GO; *Recon*, Genome-Scale Metabolic Network.*

Markov Cluster Algorithm clustering of the proteins codified by DE annotated and newly predicted isoforms carried out with STRING v10 revealed three main clusters (Figure 2). 

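As a group, the lipid metabolism genes GPAT3, DGAT2, PLIN1, CIDEC, ADIPOQ, FASN, THRSP, SCD, ELOVL6 and DEPP1 rose in the H pigs, with 8 of the 10 higher, a median log2 fold change of 0.98 (limma's camera, adjusted p = 0.0388, adjusted p = 0.554 with an estimated correlation) and a score above the L median in 4 of 6 H pigs. Over genes above 0 in all pigs camera did not pass it (adjusted p = 0.118). The exceptions were GPAT3 and DEPP1 (C10orf10), a target of FOXO transcription factors. DEPP1 was at 1.60 ± 0.350 FPKM in the H group and 4.95 ± 2.58 FPKM in the L group (SD, n = 6 each, log2 fold change -1.25, standard error 0.29, adjusted p = 0.433 from limma, exact permutation test, two-sided, p = 0.00433). The 14 growth and transcription genes, among them ATF3, PPP1R15A, DUSP1, JUNB, FOS, EGR1, NR4A2 and CCN1, fell as a group, with 12 lower, a median of -0.94 (limma's camera, adjusted p = 1.78e-06, adjusted p = 0.289 with an estimated correlation) and a score below the L median in all 6 H pigs. CCN1, a matricellular growth factor, was at 9.56 ± 5.89 and 23.8 ± 13.7 FPKM in the H and L groups (SD, n = 6 each; exact permutation test, two-sided, p = 0.0130). Of 8 contraction genes 5 were tested, ACTC1, DMD, MYF6, MYLK and TNNI1, and 4 had a higher value by limma's fold change (limma's camera, adjusted p = 0.444).
Adjusted over each list alone, 3 genes were higher and 2 lower in the lipid list, 1 was higher and 6 lower in the growth list, and none passed in the contraction list. The study chose the lists on these samples, so neither camera's p nor these counts are independent evidence. None was called over all genes tested with limma, where 5, 7 and 0 had an unadjusted p under 0.05.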

Cluster 1 comprised AGPAT9, DGAT2, PLIN1, CIDEC, ADIPOQ, FASN, THRSP, SCD, ELOVL6, and *C10orf10*, all related with lipid metabolism; cluster 2, comprised CHAC1, ATF3, PPP1R15A, DUSP1, JUNB, FOS, EGR1, FOSB, NR4A2, CYRS1, EGR2, EGR3, POU3F1, and PPP1R1B related with skeletal muscle development and differentiation and cluster 3 comprised ACTC1, DMD, MYF6, MYL12A, MYLK, RASD2, TNN1, and TUBB2B, some of them are involved in processes as muscle contraction, acto-myosin structure organization or actin filament-based movement.

**FIGURE 2:**
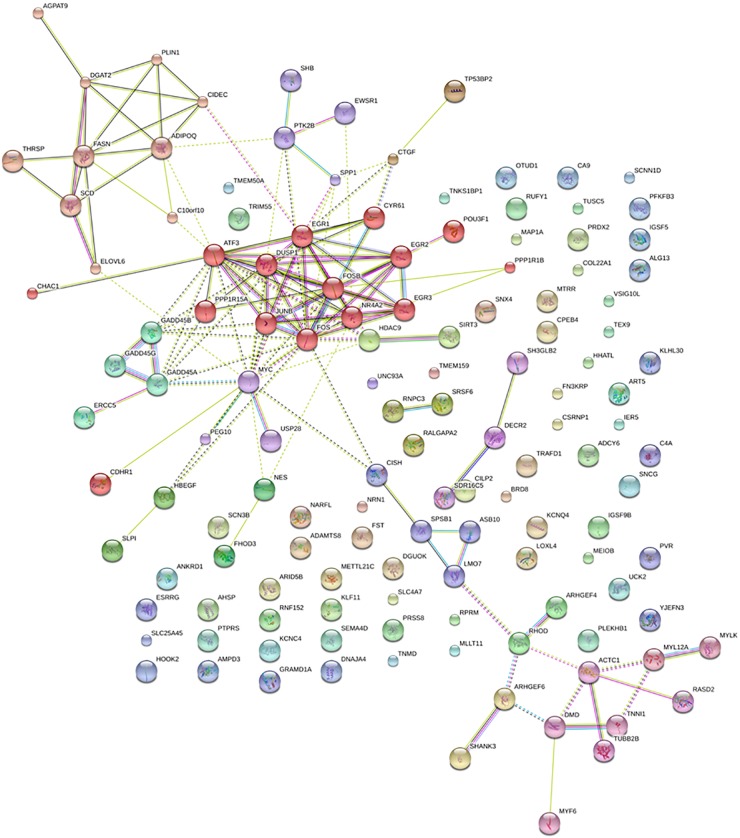
Network of protein–protein interactions predicted with STRING database. Same color nodes sharing multiple edges are grouped in the same cluster.

In addition to this, the IPA software was used to build networks with the DE genes. A total of 18 networks were identified. The top three networks are represented in Table 4. Some of the functions represented in gene network 1 (NW1, Figure 3) are related with *Skeletal and Muscular System Development and Function*, in gene network 2 (NW2, Figure 4), with *Cell Cycle and Cellular* Growth, Proliferation and Development while one of the main function represented in gene network 3 (NW3, Figure 5) is *Lipid metabolism*.

**Table 4:** Top three networks enriched with DE genes detected by IPA software.

			Focus	
ID	Molecules in network	Score	molecules	Top functions
1	26S proteasome, **ACTC1**, actin, **AHSP**, **ARHGEF4**, **ARHGEF6**, **ASB10**, BCR (complex), **BRD8**, caspase, cofilin, **DMD**, F actin, Hdac, **HDAC9**, HISTONE, histone deacetylase, Histone h3, Histone h4, Hsp70, Hsp90, Jnk, **JUNB**, **LMO7**, **MYL12A**, Nos, P glycoprotein, **PRSS8**, Raf, **RHOD**, RNA polymerase II, **RPRM**, **SDR16C5**, **SIRT3**, **UCK2**	31	17	Cell Morphology, Organ Morphology, Skeletal and Muscular System Development and Function
2	ADRB, **ANKRD1**, BMP, **CA9**, Cdc2, Cdk, Cyclin A, **ERCC5**, **ESRRG**, Fascin, **FST**, GADD45, **GADD45A**, **GADD45B**, **GADD45G**, growth factor, JUN/JUNB/JUND, MAP3K, **MYF6**, NF-κB (complex), Notch, P-TEFb, Pak, PP1 protein complex group, **PPP1R15A**, Ppp2c, Rb, Sapk, Serine Protease, **TNKS1BP1**, **TNNI1**, **TP53BP2**, **TRAFD1**, **TRIM55**, **USP28**	29	16	Cell Cycle, Cellular Growth and Proliferation, Cellular Development
3	Adaptor protein 1, ADRA1, C/ebp, CD3 group, **CIDEC**, CPT1, **DGAT2**, dynamin, **ELOVL6**, ERK1/2, **FASN**, **FOSB**, GOT, **GPAT3**, JINK1/2, N-cor, NFAT (complex), Nr1h, p70 S6k, PEPCK, Pkg, **PLIN1**, **PRDX2**, PRKAA, Rar, Rxr, **SCD**, **SEMA4D**, **SH3GLB2**, **SHB**, SYK/ZAP, TCF, **THRSP**, thyroid hormone receptor, TSH	22	13	Lipid Metabolism, Small Molecule Biochemistry, and Carbohydrate Metabolism

*DE genes between H and L groups in **bold**.*

**FIGURE 3:**
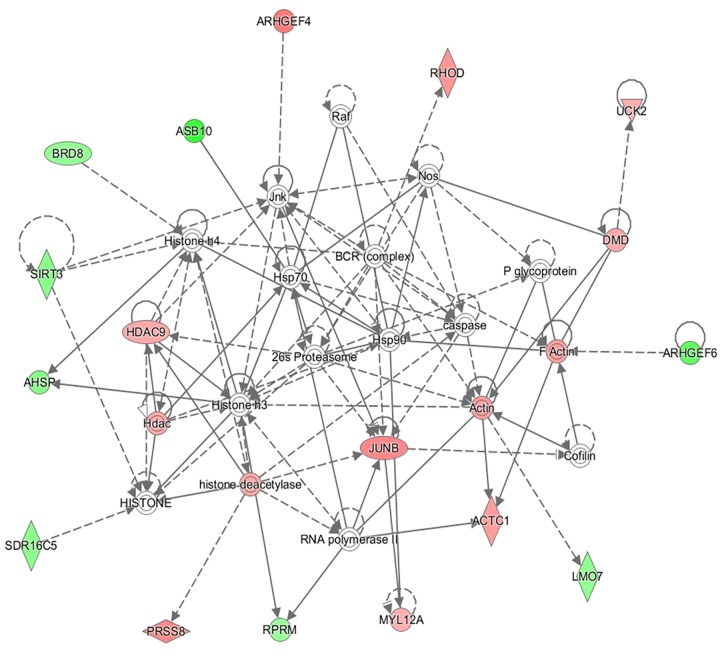
Gene network 1: Cell Morphology, Organ Morphology, Skeletal and Muscular System Development and Function. Genes upregulated and downregulated in the H group are represented by green and red colors, respectively.

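Of the 17 genes of network 1, 16 were tested, and 14 of these had the direction of the paper's colours by limma's fold change. DMD had the opposite direction, within the spread between pigs. PRSS8, a serine protease, had it by limma's fold change (0.07) but not by the ratio of the group means (-0.82). RPRM, a cell cycle inhibitor, was at 0.952 ± 0.616 FPKM in the H group and 0.411 ± 0.100 FPKM in the L group (SD, n = 6 each; exact permutation test, two-sided, p = 0.00433). UCK2, a uridine-cytidine kinase, was at 3.56 ± 1.61 and 7.92 ± 8.76 FPKM (SD, n = 6 each; exact permutation test, two-sided, p = 0.158). AHSP, the chaperone of alpha globin in red cells, was listed at 1.37, 1.26, 0, 1.25, 1.73 and 1.16 FPKM in H1 to H6, at 1.21 FPKM in L5 and at 0 in the other L pigs. The network as a group did not pass limma's camera (adjusted p = 0.883), with 10 members of a higher and 6 of a lower value. Adjusted over the list alone, AHSP was higher and HDAC9 and JUNB were lower, which is not independent evidence, since the study chose the genes on these samples. None was called over all genes tested with limma, where 4 had an unadjusted p under 0.05.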

**FIGURE 4:**
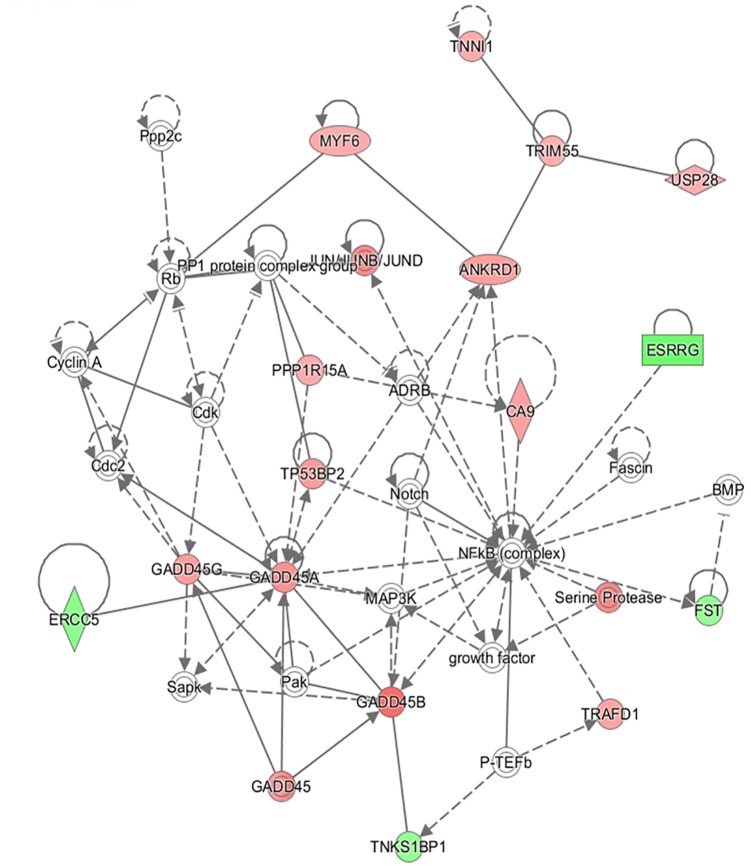
Gene network 2: Cell Cycle, Cellular Growth and Proliferation, Cellular Development. Genes upregulated and downregulated in the H group are represented by green and red colors, respectively.

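Of the 16 genes of network 2, 15 were tested, and 13 of these had the direction of the paper's colours by limma's fold change. MYF6 had the opposite direction, and TNNI1, the slow troponin I, had it by limma's fold change (1.39) but not by the ratio of the group means (-0.18). CA9 had the smallest unadjusted p of the network from limma (0.00776, log2 fold change -1.29, adjusted p = 0.573). The growth arrest genes GADD45A, GADD45B and GADD45G all had lower values in the H pigs. GADD45B was at 6.70 ± 8.43 FPKM in the H group and 24.6 ± 22.4 FPKM in the L group (SD, n = 6 each, log2 fold change -1.77, adjusted p = 0.642 from limma, exact permutation test, two-sided, p = 0.0390). TRIM55, a ubiquitin ligase of the sarcomere, was at 6.29 ± 0.707 and 15.1 ± 14.6 FPKM (SD, n = 6 each; exact permutation test, two-sided, p = 0.00649), and FST, follistatin, which binds myostatin, at 2.61 ± 2.21 and 1.08 ± 0.545 FPKM (SD, n = 6 each; exact permutation test, two-sided, p = 0.0433). As a group the network fell, with a median log2 fold change of -0.65 (limma's camera, adjusted p = 0.0673, adjusted p = 0.497 with an estimated correlation) and a score below the L median in 5 of 6 H pigs. Without H4 and L3 the median was -0.02 and camera did not pass it (adjusted p = 0.287). Over genes above 0 in all pigs camera did not pass it either (adjusted p = 0.118). None of the 15 genes passed when adjusted over the list alone or over all genes tested with limma, where 5 had an unadjusted p under 0.05. The study chose the list on these samples, so it is not independent evidence.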

**FIGURE 5:**
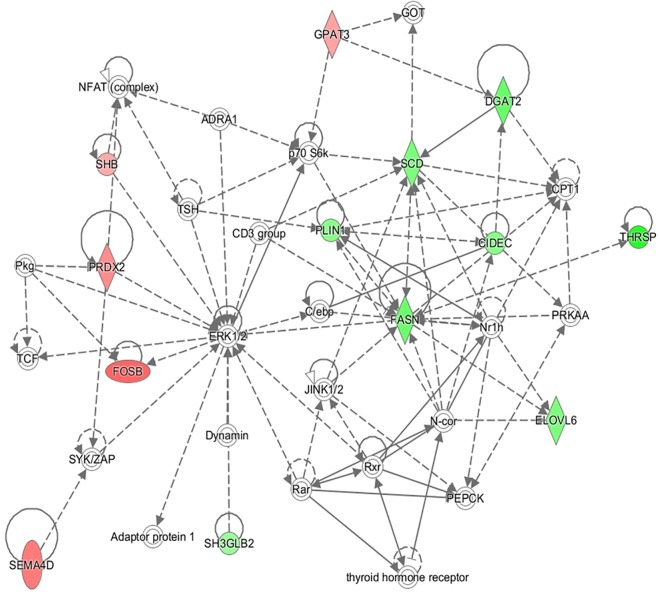
Gene network 3: Lipid Metabolism, Small Molecule Biochemistry, and Carbohydrate Metabolism. Genes upregulated and downregulated in the H group are represented by green and red colors, respectively.

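All 13 genes of network 3 were tested, and 12 had the direction of the paper's colours. PRDX2, an antioxidant enzyme, had the opposite direction, at 129 ± 21.1 FPKM in the H group and 117 ± 14.2 FPKM in the L group (SD, n = 6 each; exact permutation test, two-sided, p = 0.255). SH3GLB2, an endophilin, was at 4.55 ± 0.470 and 3.03 ± 0.760 FPKM (SD, n = 6 each, log2 fold change 0.54, standard error 0.14, adjusted p = 0.552 from limma, exact permutation test, two-sided, p = 0.00866). SHB, an adaptor of receptor tyrosine kinases, was at 1.64 ± 0.486 and 3.64 ± 3.78 FPKM (SD, n = 6 each), and its log2 fold change of -0.67 became -0.31 without L3. GPAT3 (AGPAT9), which adds the first fatty acid to glycerol-3-phosphate, ran up to 3.37 FPKM in the H pigs and from 1.71 to 12.0 FPKM in the L pigs (exact permutation test, two-sided, p = 0.0714). As a group the network rose, with 9 members higher, a median log2 fold change of 0.54 (limma's camera, adjusted p = 0.0548, adjusted p = 0.532 with an estimated correlation) and a score above the L median in 4 of 6 H pigs. With coverage over the annotated exons camera did not pass it (adjusted p = 0.156). Adjusted over the list alone, 4 genes were higher and 2 lower, and neither this nor camera's p is independent evidence, since the study chose the list on these samples. None was called over all genes tested with limma, where 6 had an unadjusted p under 0.05.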

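Markers of adipocytes rose as a group in the H pigs. All 13 tested had a higher value in the H group, with a median log2 fold change of 0.65 (limma's camera, adjusted p = 8.65e-05, adjusted p = 0.289 with an estimated correlation), and the group's score was above the L median in 5 of 6 H pigs (exact permutation test, two-sided, p = 0.0281, adjusted p = 0.203 over 36 lists). PPARG, the transcription factor that drives adipocyte formation, was at 1.39 ± 0.470 FPKM in the H group and 0.862 ± 0.206 FPKM in the L group (SD, n = 6 each; exact permutation test, two-sided, p = 0.0130). AQP7, a glycerol channel of adipocytes, was at 5.86 ± 3.11 and 3.20 ± 1.32 FPKM, and TRARG1, a regulator of glucose transport in fat cells, at 2.94 ± 1.99 and 1.10 ± 0.653 FPKM (SD, n = 6 each). Among the H pigs AQP7 was highest in H6 and H2, at 10.7 and 8.66 FPKM. ADIPOQ was lowest in these pigs, at 3.17 and 1.52 FPKM, so AQP7 did not follow ADIPOQ across the H pigs. THRSP, a nuclear protein that promotes lipogenesis, was at 2.46 ± 3.41 and 0.495 ± 0.222 FPKM (SD, n = 6 each; exact permutation test, two-sided, p = 0.0823), with 9.25 FPKM in H3, and its log2 fold change of 1.01 became 0.54 without H3. When adjusted over the marker list alone 1 gene passed, CIDEC. Over all genes tested limma called none of the markers, with 3 at an unadjusted p under 0.05. Markers of endothelial cells also rose in the H pigs (median log2 fold change 0.30, limma's camera, adjusted p = 0.00837, adjusted p = 0.497 with an estimated correlation), with a score above the L median in 3 of 6 H pigs (exact permutation test, two-sided, p = 0.108, adjusted p = 0.462), as did erythroid markers (median 0.58, limma's camera, adjusted p = 0.00442, adjusted p = 0.289 with an estimated correlation).

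**Figure D3:**
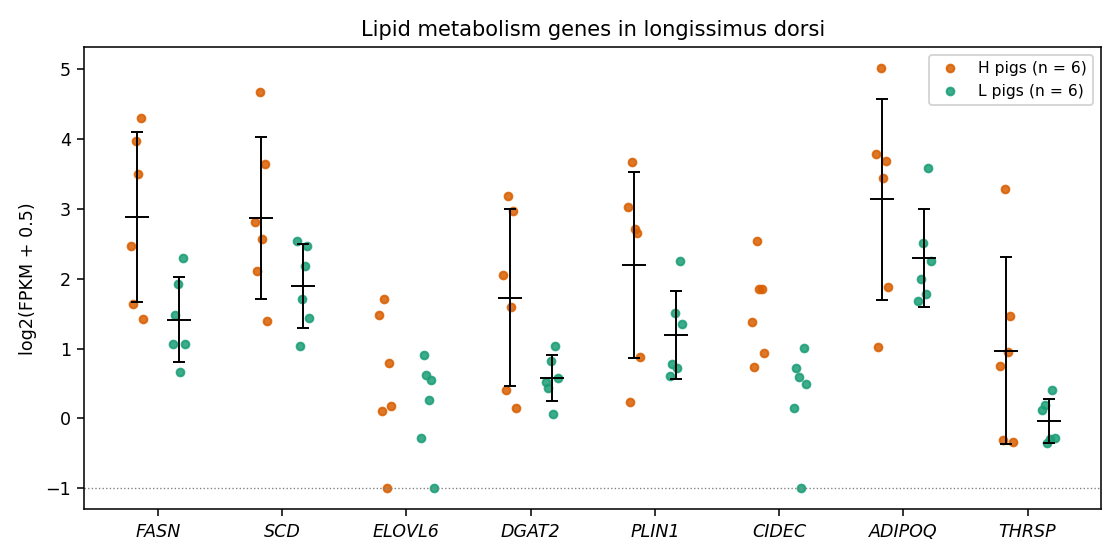
Expression of 8 lipid metabolism genes as log2(FPKM + 0.5) in 6 H pigs (orange) and 6 L pigs (green), a point per pig. Bars give the mean and SD where no pig is listed at 0, and the dotted line marks 0 FPKM. H2 and H6 lie within the range of the L pigs in DGAT2, at 0.825 and 0.613 FPKM.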

The most relevant genes showing a higher expression in the H group correspond to biological processes related with lipogenesis and lipid storage (Figure 5). 

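FASN lies on chromosome 12 of Sscrofa11.1 from 922405 to 937560. Its expression was 9.14 ± 7.01 FPKM in the H group and 2.37 ± 1.25 FPKM in the L group (SD, n = 6 each), a log2 fold change of 1.47 (standard error 0.50, adjusted p = 0.619 from limma). The H pigs ran from 2.19 to 19.1 FPKM and the L pigs from 1.08 to 4.40 FPKM, and all 6 H pigs lay above the L median (exact permutation test, two-sided, p = 0.0303). The log2 ratio of the group means was 1.95.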

*Fatty acid synthase* (*FASN*) gene (log_2_FC = 1.73, *p-*value = 5 × 10^-5^) codifies for the key enzyme in the *de novo* synthesis of fatty acids from palmitic fatty acid (C16:0) (Tehlivets et al., 2007). 

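ELOVL6 lies on chromosome 8 of Sscrofa11.1 from 112038670 to 112190079. It was listed at 2.28, 0.572, 2.76, 0, 1.23 and 0.629 FPKM in H1 to H6 and at 0.320, 1.37, 1.04, 0.705, 0.964 and 0 FPKM in L1 to L6 (log2 fold change 0.37, standard error 0.46, adjusted p = 0.874 from limma). In each group 3 of 6 pigs lay above the median of the other, so that no difference could be told from the spread between pigs. SCD lies on chromosome 14 from 111461560 to 111478033. Its expression was 9.15 ± 8.46 FPKM in the H group and 3.49 ± 1.54 FPKM in the L group (SD, n = 6 each, log2 fold change 0.97, standard error 0.48, adjusted p = 0.694 from limma, exact permutation test, two-sided, p = 0.102). H3, at 25.0 FPKM, was the highest pig, and without it the log2 fold change was 0.61.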

Then, the product of the*, fatty acid elongase 6* (*ELOVL6*) gene (log_2_FC = 1.50, *p-*value = 0.001) elongates 16 and 18 carbon molecules (Moon et al., 2001) and the protein coded by the *stearoyl-CoA desaturase* (*SCD*) gene (log_2_FC = 1.55, *p*-value = 5 × 10^-5^) plays a key role in the desaturation of fatty acids and synthesis of oleic fatty acid (C18:1). An overexpression of these genes in muscle of animals with a higher content in IMF has been shown in other studies (Cánovas et al., 2010; Hamill et al., 2013; Puig-Oliveras et al., 2014; Cardoso et al., 2018) and an overexpression of *SCD* gene in muscle has been related with a high lipid storage (Flowers and Ntambi, 2008). *Diacylglycerol O-acyltransferase 2* (*DGAT2*) gene is also upregulated in the H group (log_2_FC = 1.76, *p-*value = 5 × 10^-5^). 

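DGAT2, which catalyses the last step of triglyceride synthesis, lies on chromosome 9 of Sscrofa11.1 from 10032163 to 10066082. Its expression was 3.93 ± 3.35 FPKM in the H group and 1.02 ± 0.345 FPKM in the L group (SD, n = 6 each). The log2 fold change was 1.15 (standard error 0.49, adjusted p = 0.665 from limma), with 4 of 6 H pigs above the L median (exact permutation test, two-sided, p = 0.0628). DGAT1, the other enzyme of this step, was listed at 0 in 1 library and was not called (adjusted p = 0.966 from limma).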

The protein codified by this gene also promotes *de novo* lipogenesis since is involved in triglycerides synthesis and favors lipid storage. In addition to this, *perilipin 1* (*PLIN1*) gene (log_2_FC = 1.51, *p-*value = 0.009) codifies for a protein belonging to the family of perilipins which play a role in regulating intracellular lipid storage and mobilization (Bickel et al., 2009). 

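PLIN1 lies on chromosome 7 of Sscrofa11.1 from 55237517 to 55250797. Its expression was 5.62 ± 4.25 FPKM in the H group and 2.00 ± 1.23 FPKM in the L group (SD, n = 6 each), a log2 fold change of 1.00 (standard error 0.55, adjusted p = 0.729 from limma). Of the 6 H pigs 4 lay above the L median, and the difference did not exceed the spread between pigs (exact permutation test, two-sided, p = 0.132).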

Other authors reported a higher expression of *perilipin 2* (*PLIN2*) in muscle with a higher IMF content, however, no differences in expression were reported for *PLIN1* (Gandolfi et al., 2011). 

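In the pigs of this study PLIN2, the perilipin that coats lipid droplets in many cell types besides adipocytes, was at 58.7 ± 15.1 FPKM in the H group and 67.1 ± 22.3 FPKM in the L group (SD, n = 6 each). Its log2 fold change was -0.14 (standard error 0.26, adjusted p = 0.912 from limma, exact permutation test, two-sided, p = 0.621), and 0.04 without H4 and L3. It lies on chromosome 1 of Sscrofa11.1 from 203683867 to 203709277.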

*Cell death inducing DFFA like effector c* (*CIDEC*) gene (log_2_FC = 1.40, *p-*value = 0.010) encodes for a protein implied in lipid droplet formation in adipocytes and it also has higher expression in muscle of animals with high IMF content both in pig (Puig-Oliveras et al., 2014) and cattle (Hudson et al., 2015). 

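CIDEC lies on chromosome 13 of Sscrofa11.1 from 66141836 to 66149801. It was listed at 2.12, 1.17, 5.34, 3.10, 3.11 and 1.42 FPKM in H1 to H6 and at 0.614, 1.14, 1.01, 0, 1.50 and 0.910 FPKM in L1 to L6. All 6 H pigs lay above the L median (exact permutation test, two-sided, p = 0.00866). The log2 fold change was 1.22 (standard error 0.37, adjusted p = 0.569 from limma). CIDEA, a related protein of lipid droplets, was listed at 0 in 1 library and had a log2 fold change of 0.82 (adjusted p = 0.731 from limma).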

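ADIPOQ lies on chromosome 13 of Sscrofa11.1 from 124633906 to 124646237. Its expression was 12.1 ± 10.8 FPKM in the H group and 5.01 ± 3.31 FPKM in the L group (SD, n = 6 each), a log2 fold change of 0.84 (standard error 0.59, adjusted p = 0.775 from limma, exact permutation test, two-sided, p = 0.214). H3, at 31.8 FPKM, was the highest pig, and without it the log2 fold change was 0.46. LEP, which encodes leptin, another hormone of adipocytes, was listed at 0 in 5 libraries and had a log2 fold change of 0.70 (adjusted p = 0.691 from limma).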

Besides the genes of the NW3, *Adiponectine* (*ADIPOQ*) gene codifies for a protein (log_2_FC = 1.31, *p-*value = 5 × 10^-5^) involved in the control of fat metabolism and insulin sensitivity and overexpression of this gene in *gluteus medius* was also observed in Duroc pigs with a high content in intramuscular fat (Cánovas et al., 2010).

Generally, pigs with a high muscularity display a lower content in IMF (Hocquette et al., 2010). This agrees with the negative genetic correlation (-0.29 ± 0.11) between IMF and loin percentage on carcass observed in this Iberian pig population. In the present study genes involved in muscle growth and development (GO:0007519, GO:0060538, GO:0035914, Supplementary Table 3) are under-regulated in the H group. 

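Immediate early genes, which are transcribed within minutes of a stimulus and include the EGR, FOS and JUN families, fell as a group in the H pigs. All 27 of the list were tested and 26 had a lower value in the H group, with a median log2 fold change of -0.91 (limma's camera, adjusted p = 1.66e-13, adjusted p = 0.289 with an estimated correlation). The group's score was below the L median in 5 of 6 H pigs (exact permutation test, two-sided, p = 0.0216, adjusted p = 0.195 over 36 lists). Without H4 and L3, the libraries with the lowest mean correlation with their own group, the median was -0.61. L3 had the highest score (1.69) and, of its transcripts, the smallest share inside introns (11.3%). BTG2, which slows cell division, was at 14.3 FPKM in the H group and 27.6 FPKM in the L group, and ZFP36, which marks unstable mRNAs for decay, at 27.0 and 49.1 FPKM. Adjusted over the list alone 13 were lower and none was higher. Over all genes tested limma called none, with 13 at an unadjusted p under 0.05, all lower. Heat shock genes also fell in the H pigs (median -0.37, limma's camera, adjusted p = 0.0388, adjusted p = 0.674 with an estimated correlation), but without H4 and L3 their median was 0.12, and with quantile normalization camera did not pass them (adjusted p = 0.146).
The myogenic regulators did not move as a group. Of the 17 tested 12 had a lower value in the H group, with a median log2 fold change of -0.15 (limma's camera, adjusted p = 0.354). MYOD1, which commits cells to the muscle lineage, was at 1.73 ± 0.464 and 2.54 ± 1.78 FPKM in the H and L groups, and MYOG, which drives their differentiation, at 20.3 ± 6.71 and 22.4 ± 5.36 FPKM (SD, n = 6 each). DES, the muscle intermediate filament desmin, was at 1603 ± 425 and 2148 ± 334 FPKM (SD, n = 6 each; exact permutation test, two-sided, p = 0.0368). None of them passed when adjusted over the list alone or over all genes tested with limma, where 2 had an unadjusted p under 0.05.
The paper states, citing earlier work, that muscular pigs generally hold less IMF. It gives a negative genetic correlation between IMF and loin percentage in this population. It also states that genes of muscle growth and development are under-regulated in the H group.

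**Figure D4:**
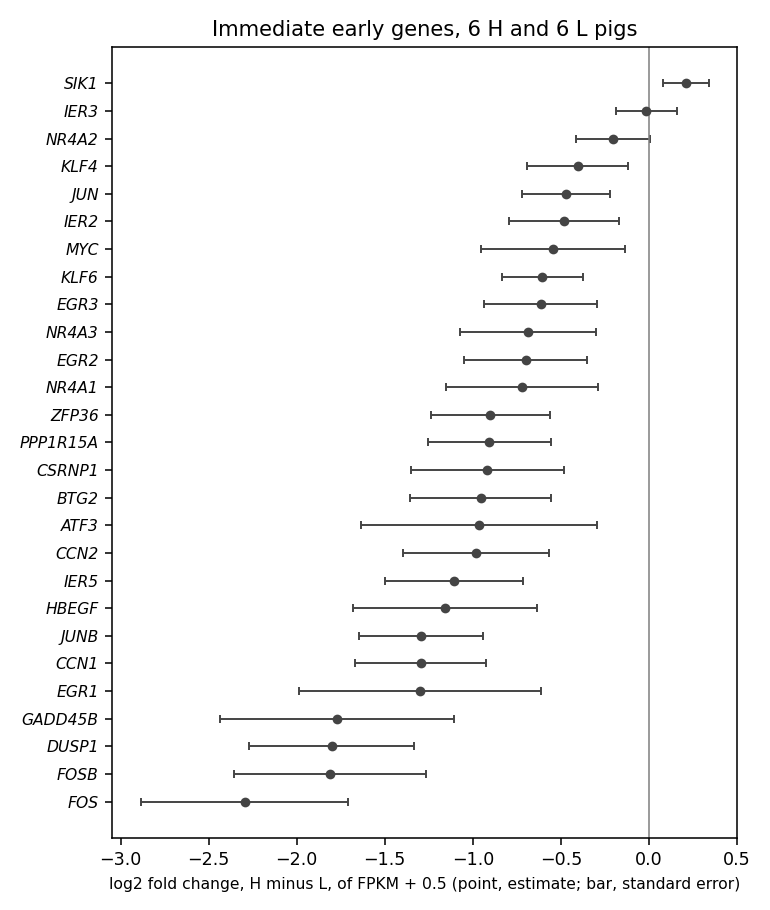
Log2 fold change, H minus L, of log2(FPKM + 0.5) for 27 immediate early genes in 6 H and 6 L pigs, as points with bars of 1 standard error. The estimate lies below 0 for 26 of the 27 genes, from -2.30 for FOS, and above 0 for SIK1, at 0.21.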

*Early growth factors* genes *EGR1* (log_2_FC = -1.63, *p-*value = 5.00 × 10^-5^), *EGR2* (log_2_FC = -1.67, *p-*value = 5.00 × 10^-5^) and *EGR3* (log_2_FC = -1.39, *p-*value = 5.00 × 10^-5^) codify for transcription factors of the EGR family. 

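EGR1 lies on chromosome 2 of Sscrofa11.1 from 140440829 to 140445302. Its expression was 8.47 ± 10.5 FPKM in the H group and 20.0 ± 23.0 FPKM in the L group (SD, n = 6 each), a log2 fold change of -1.30 (standard error 0.69, adjusted p = 0.718 from limma, exact permutation test, two-sided, p = 0.121). L3, at 66.2 FPKM, was the highest pig, and without it the log2 fold change was -0.85. EGR2 lies on chromosome 14 from 66280665 to 66291308. It was listed at 0.275, 0, 0.863, 0.303, 0 and 0.400 FPKM in H1 to H6 and at 0.570, 0.341, 2.62, 0.321, 0.736 and 0.731 FPKM in L1 to L6 (exact permutation test, two-sided, p = 0.0823). EGR3 lies on the same chromosome from 6943184 to 6948507. It was listed at 0.655, 0, 0.764, 1.06, 0.740 and 0.591 FPKM in H1 to H6 and at 1.77, 1.21, 1.57, 0.245, 1.78 and 0.965 FPKM in L1 to L6 (exact permutation test, two-sided, p = 0.102).

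**Figure D5:**
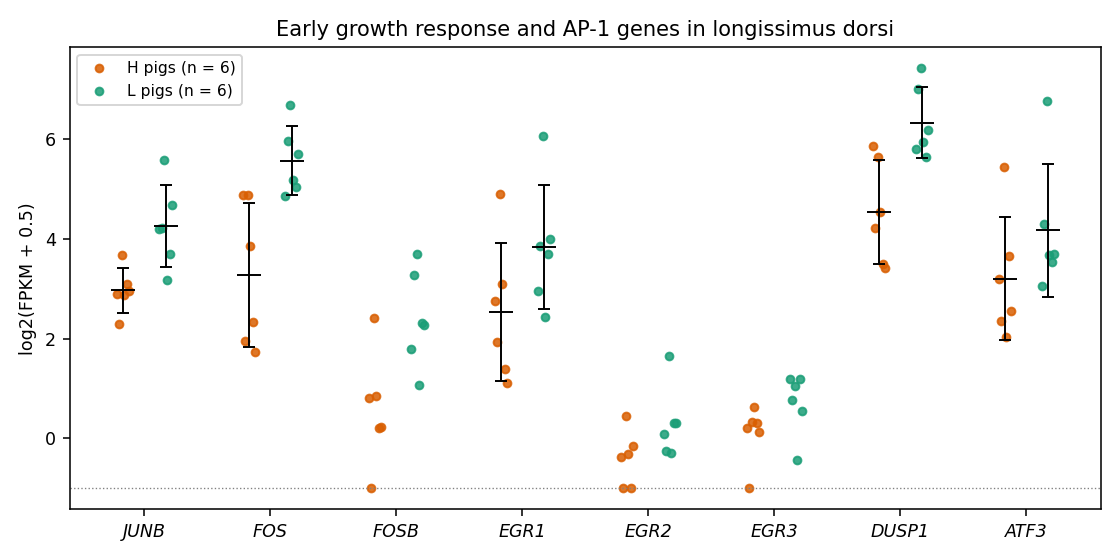
Expression of 8 genes of the early growth response and of the AP-1 factors as log2(FPKM + 0.5) in 6 H pigs (orange) and 6 L pigs (green), a point per pig. Bars give the mean and SD where no pig is listed at 0, and the dotted line marks 0 FPKM. L3 is the highest pig in EGR1 and EGR2, at 66.2 and 2.62 FPKM.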

Previous studies have demonstrated that both *EGR1* and *EGR2* are involved in the regulation of adipogenesis (Boyle et al., 2009), however, their exact role in IMF deposition requires further investigations (Wang et al., 2017). 

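JUNB, a subunit of the AP-1 transcription factor, lies on chromosome 2 of Sscrofa11.1 from 66214086 to 66219435. Its expression was 7.62 ± 2.58 FPKM in the H group and 21.5 ± 13.7 FPKM in the L group (SD, n = 6 each). All 6 L pigs lay above the H median (log2 fold change -1.29, standard error 0.35, adjusted p = 0.569 from limma, exact permutation test, two-sided, p = 0.00433). FOS, its partner in AP-1, lies on chromosome 7 from 98449508 to 98451971 and was at 13.7 ± 12.3 FPKM in the H group and 51.9 ± 27.7 FPKM in the L group (SD, n = 6 each, log2 fold change -2.30, standard error 0.59, adjusted p = 0.552 from limma, exact permutation test, two-sided, p = 0.00649). FOSB, on chromosome 6 from 51836780 to 51844531, was listed at 1.26, 0, 4.86, 1.31, 0.663 and 0.670 FPKM in H1 to H6 and at 2.95, 9.15, 12.4, 1.59, 4.43 and 4.36 FPKM in L1 to L6 (exact permutation test, two-sided, p = 0.0152). DUSP1, a phosphatase that switches off MAP kinases, was at 28.1 ± 20.4 and 89.2 ± 48.6 FPKM in the H and L groups (SD, n = 6 each; exact permutation test, two-sided, p = 0.0108). Its log2 fold change of -1.80 turned to 1.94 with only transcripts that match an annotated intron chain.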

Another group of DE genes encode for TF involved in myogenesis, *Jun Proto-* *JunB* *proto-Oncogene, AP-1 Transcription Factor Subunit* (*JUNB*) (log_2_FC = -1.79, *p-*value = 5.00 × 10^-5^), *Fos Proto-Oncogene, AP-1 Transcription Factor Subunit* (*FOS*) (log_2_FC = -1.67, *p-*value = 5.00 × 10^-5^) and *FosB Proto-Oncogene, AP-1 Transcription Factor Subunit* (*FOSB*) (log_2_FC = -2.30, *p-*value = 5.00 × 10^-5^) genes encoded for transcription factors involved in myogenesis (Trouche et al., 1995; Ponsuksili et al., 2015). *Semaphorin-4d* (*SEMA4D*) gene was also under-regulated in the H group (log_2_FC = -1.96, *p-*value = 0.005), other authors have shown that the knock-down *SEMA4D* zebrafish developed abnormal trunks due to the prolonged expression of myogenic factors (Yang et al., 2013).

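SEMA4D lies on chromosome 14 of Sscrofa11.1 from 957074 to 1078522. Its expression was 25.6 ± 7.66 FPKM in the H group and 40.5 ± 37.3 FPKM in the L group (SD, n = 6 each). L3 was at 116.5 FPKM, and the other L pigs ran from 23.4 to 27.9 FPKM, within the range of 18.2 to 39.1 FPKM of the H pigs. The log2 fold change was -0.39 (standard error 0.37, adjusted p = 0.818 from limma, exact permutation test, two-sided, p = 0.433), and -0.03 without L3.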

Co-expression between DE lncRNAs and genes was separately analyzed for one of the top three gene networks. A total of 157 significant correlations were detected between DE lncRNAs expression and genes belonging to gene network 1 (NW1), 121 positive and 36 negative (Supplementary Figure 1). For gene network 2 (NW2) a total of 161 significant correlations were observed, 145 positive and 16 negative (Supplementary Figure 2). Finally, 93 significant correlations were observed for gene network 3 (NW3), 82 positive and 11 negative (Figure 6). Some authors have reported that lncRNAs could act in cis by regulating the expression of their neighboring genes (Zhang et al., 2014). Table 5 shows the position of lncRNAs and correlated genes when they map in the same chromosome. *ALDBSSCG0000002079* could be an activator of the *SEMA4D* gene expression since their expression is positively correlated (ρ = 0.75; *p-*value = 0.005) and they map very close to each other. In contrast, *ALDBSSCG0000005680* and *FOSB* gene expressions are negatively correlated (ρ = -0.82; *p-*value = 0.001), suggesting *ALDBSSCG0000005680* could be involved in the inhibition of *FOSB* gene expression. Another relevant association was identified between *ALDBSSCG0000000629* and *SH2 Domain Containing Adaptor Protein B* (*SHB*) gene which are positively correlated (ρ = 0.882; *p-*value = 1.5 × 10^-4^) and closely located. Although the function of the SHB protein is not well-known, significant associations between two SNPs mapping in this gene and fasting glucose levels (a parameter related with diabetes mellitus type II) has been reported in humans (Welsh et al., 2016).

**FIGURE 6:**
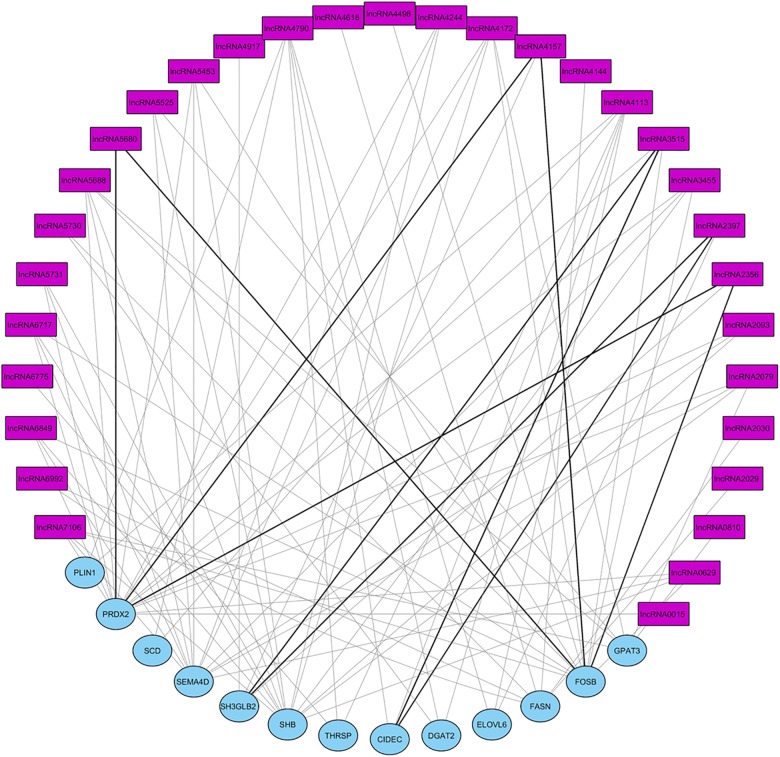
Graphical representation of the correlations DE lncRNA and genes in network 3. Pink square nodes represent lncRNAs and blue circle nodes represent DE genes. Gray lines are positive correlations and black ones are negative correlations. lncRNAXXXX corresponds to lncRNA named in ALDB database as ALDBSSCG000000XXXX.

**Table 5:** Position of lncRNA, closest gene to lncRNA and gene most significantly correlated with lncRNA mapping in the same chromosome.

lncRNA (Position)^1^	Closest gene to lncRNA (Position)^1^/(Position)^2^	Correlated gene (Position)^2^	Correlation
*ALDBSSCG0000000629* (1: 276.85)	*TMEM38B* (1: 276.76)/(1: 246.97)	*SHB* (1: 238.68)	0.747
*ALDBSSCG0000002079* (14: 1.70)	*GADD45G* (14: 1.42)/(14: 1.16)	*SEMA4D* (14: 0.96)	0.882
*ALDBSSCG0000002093* (14: 13.59)	*EXTL3* (14: 13.66)/(14: 12.44)	*SEMA4D* (14: 0.96)	0.903
*ALDBSSCG0000005680* (6: 44.52)	*PLD3* (6: 44.51)/(6: 48.64)	*FOSB* (6: 51.84)	-0.684
*ALDBSSCG0000005453* (6: 64.60)	*PGD* (6: 64.60)/(6: 70.68)	*FOSB* (6: 51.84)	0.920
*ALDBSSCG0000006775* (9: 46.99)	*NXPE4* (9: 47.06)/(9: 42.10)	*THRSP* (9: 12.48)	0.697

*^*1*^Position in Sscrofa10.2; ^*2*^Position in Sscrofa11.1.*

A complementary co-expression network among lncRNAs and protein-coding genes from NW3 was constructed using WGCNA (Langfelder and Horvath, 2008). After clustering of the correlated genes, three modules were obtained (colored blue, gray, and turquoise, see Supplementary Figure 3). Then, a correlation analysis between the modules and the IMF values revealed the turquoise module was strongly correlated with IMF (ρ = 0.76, *p-*value <0.004, Supplementary Figure 4). In contrast, the blue module was inversely correlated with IMF (ρ = -0.57, *p-*value < 0.05). The measures of intramodular connectivity allow detecting six hub lncRNAs (*ALDBSSCG0000002079, ALDBSSCG0000002093, ALDBSSCG0000003455, ALDBSSCG0000004244, ALDBSSCG0000005525*, and *ALDBSSCG0000006849*) in the turquoise module and one hub lncRNA (*ALDBSSCG0000004790*) in the blue module (Figure 7). These seven hub lncRNAs were different to those observed by Zou et al. (2018) in a study of lncRNAs in other pig breeds at earlier developmental stages. The current identification of lncRNAs points out the aforementioned lncRNAs as potential regulators of the DE genes. However, further studies such as methylation analyses, are required to support the regulatory function of these hub lncRNAs.

**FIGURE 7:**
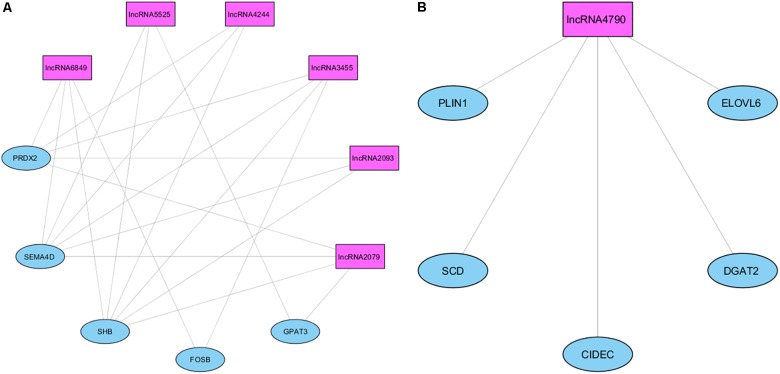
Network of the co-expression between hub lncRNAs and protein-coding genes in the blue **(A)** and turquoise **(B)** modules.

### Transcription Regulatory Factors Related to Intramuscular Fat

Finally, a regulatory factors study was carried out to analyze other molecular mechanisms underlying the differential expression observed between groups. A total of 1,602 TRF from 1,835 obtained from the transcription factor prediction database showed expression values above 0.5 FPKM. 

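Of the regulators listed in Supplementary Table 4 of the paper, 279 had a mean of at least 0.5 FPKM in a group of the files and were tested. None was called by limma at an adjusted p under 0.1, and 24 had an unadjusted p under 0.05, of which 7 were higher in the H group and 17 lower. RIF scores were computed from the files for these 279 regulators against 65 target genes that the paper names as differentially expressed. Across regulators, which are not independent replicates, the Spearman correlation of these scores with the paper's was 0.166 for RIF1 and 0.210 for RIF2. The scores were standardised over these regulators, while the paper's were standardised over all of its regulators. CREB1, a cAMP-responsive factor, MAX, the partner of MYC, and STAT3, a factor of cytokine signalling, are among the regulators listed.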

A total of 301 TRFs *z*-scores outside of the lower and upside bounds of bootstrap CIs (Supplementary Table 4) were observed. A total of 186 genes showed extreme *z*-scores for RIF1, 245 for RIF2 and 64 genes both for RIF1 and RIF2. The *Super Elongation Complex Subunit* (*MLLT3*) gene showed the most extreme value for RIF1 (-5.35 SD) and the *CCAAT/Enhancer Binding Protein Gamma* (*CEBPG*) gene showed the most extreme value for RIF2 (-2.52 SD). 

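MLLT3, a reader of acylated histones in the super elongation complex, lies on chromosome 1 of Sscrofa11.1 from 202317458 to 202604308. It was at 15.4 ± 7.43 FPKM in the H group and 23.4 ± 12.3 FPKM in the L group (SD, n = 6 each, log2 fold change -0.57, standard error 0.38, adjusted p = 0.767 from limma, exact permutation test, two-sided, p = 0.188). Its RIF1 from the files was -1.57, at rank 24 from the lowest of 279 regulators. CEBPG, a bZIP transcription factor that pairs with other C/EBP proteins, lies on chromosome 6 from 43164902 to 43175002. It was at 8.82 ± 1.60 and 9.32 ± 2.83 FPKM (SD, n = 6 each, log2 fold change -0.05, standard error 0.18, adjusted p = 0.955 from limma), and 0.09 without L3. Its RIF2 from the files was -1.79, at rank 6 from the lowest, and its RIF1 was the lowest of all. With FPKM in place of log2 values its RIF2 was -1.65, at rank 13, and ZBTB47 had the lowest RIF1.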

A total of the 12 identified TRF showed differential expression among H and L groups and six out of this 12 were as well identified as TRF by IPA software (Table 6). However, RIF metrics are particularly interesting for identifying relevant regulatory factors even when they are not DE. 

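Of these 12 regulators, ARID5B, ATF3, EGR1, EGR2, EGR3, FOS, JUNB, MYC and TRAFD1 had a lower value in the H pigs, and KLF11, MYF6 and POU3F1 a higher one. As a group they fell, with a median log2 fold change of -0.58 (limma's camera, adjusted p = 0.00837, adjusted p = 0.497 with an estimated correlation), and the group's score was below the L median in 5 of 6 H pigs. The median was -0.16 without H4 and L3, and camera did not pass the group then (adjusted p = 0.253). FOS and JUNB were lower when adjusted over the list alone, and neither this nor camera's p is independent evidence, since the study chose the regulators on these samples. Over all genes tested limma called none of the 12, with 2 at an unadjusted p under 0.05. The score of L3 was 1.71, and the other L pigs ran from -0.28 to 0.13.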

From the list of the predicted TRFs both with extreme *z*-scores and recognized by IPA, 44 transcription factors affecting some of the three top gene networks were identified (Supplementary Table 5). For network 1 (NW1) six TRFs were detected (CREB1, CREM, JUNB, MAX, SP1, and STAT3), for network 2 (NW2) 26 TRFs were detected (ATF3, CLOCK, CREB1, CREM, DDIT3, EGR1, FOS, KLF15, KLF2, MAX, MYC, MYOG, NCOA2, NFIL3, NFKB1, POU2F1, PRDM1, RELA, SMAD1, SMAD3, SMAD4, SMARCA1, STAT3, STAT5A, TP63, and VDR) and for network 3 (NW3) 35 TRFs were detected (ATF6, CLOCK, CREB1, CREM, DACH1, EBF1, EGR1, EGR2, ELK1, ELK3, ETS2, FOS, FOSL1, JUNB, KLF15, KLF2, MSC, MYC, MYOG, NCOA1, NCOA2, NCOR1, NFIL3, NFKB1, POU2F1, PRDM1, RELA, SMAD3, SMAD4, SMARCE1, SP1, STAT3, STAT5A, TP63, and ZBTB20).

**Table 6:** Potential regulators affecting gene expression of DE genes between H and L groups, identified by RIFs study and IPA software.

Gene symbol	Gene	RIF1^¥^	RIF2^†^	IPA-regulators *p-*value
*ARID5B*	*ARID Domain-Containing Protein 5B*	-0.10	-2.40	–
*ATF3*	*Activating Transcription Factor 3*	-0.05	-2.23	0.002
*EGR1*	*Early Growth Response 1*	-0.30	-2.18	2.27 × 10^-07^
*EGR2*	*Early Growth Response 2*	-0.23	-2.32	0.015
*EGR3*	*Early Growth Response 3*	-1.70	-2.00	–
*FOS*	*Fos Proto-Oncogene, AP-1 Transcription Factor Subunit*	0.00	-1.87	4.76 × 10^-08^
*JUNB*	*JunB Proto-Oncogene, AP-1 Transcription Factor Subunit*	0.60	-1.34	1.23 × 10^-05^
*KLF11*	*Kruppel Like Factor 11*	-2.30	-0.92	–
*MYC*	*MYC Proto-Oncogene, BHLH Transcription Factor*	-1.70	-1.91	0.003
*MYF6*	*Myogenic Factor 6*	0.10	-2.33	–
*POU3F1*	*POU Class 3 Homeobox 1*	-1.46	-0.81	–
*TRAFD1*	*TRAF-Type Zinc Finger Domain Containing 1*	-0.23	-2.33	–

*^¥^Bootstrap 99% confidence intervals for RIF1 *z*-scores: -1.193/2.352. ^†^Bootstrap 99% confidence intervals for RIF2 *z*-scores: -1.223/1.648.*

Some of these genes have been already mentioned (*EGR1, EGR2, FOS*, and *JUNB*). 

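ATF3, a stress-induced transcription factor, lies on chromosome 9 of Sscrofa11.1 from 130772259 to 130829678. Its expression was 12.9 ± 15.0 FPKM in the H group and 28.4 ± 38.9 FPKM in the L group (SD, n = 6 each), with 107 FPKM in L3 and 42.9 FPKM in H3. All 6 L pigs lay above the H median, but the log2 fold change of -0.96 (standard error 0.67, adjusted p = 0.773 from limma) was within the spread between pigs (exact permutation test, two-sided, p = 0.247). Without L3 it was -0.45, and with only transcripts that match an annotated intron chain 0.21.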

Among the other genes related with adipogenesis and myogenesis, the *Activating Transcription Factor 3* (*ATF3*) gene is downregulated in the H group (log_2_FC = -1.21, *p-*value = 0.010) and codifies for a protein involved in the positive regulation of cell proliferation and skeletal muscle cell differentiation (Rajan et al., 2012). Differences in the *ATF3* gene expression were also observed among Chinese pig breeds divergent for body weight and IMF (Wang et al., 2015), and it was predicted as a TRF regulating the expression in biceps femori muscle of Iberian purebred and Duroc × Iberian crossbred piglets (Ayuso et al., 2015). The *ARID Domain-Containing Protein 5B* (*ARID5B*) gene codifies for a protein belonging of a DNA binding family proteins. This protein constitutes a histone H3K9Me2 demethylase complex with PHD finger protein 2 and regulates the expression of genes involved in adipogenesis as the *Fat Mass And Obesity-Associated Protein* (*FTO*). A SNP associated with obesity was detected in a long enhancer region of *FTO* gene in human preadipocytes that disrupted the union to ARID5B (Merkestein and Sellayah, 2015). This agrees with the results here presented, since a lower expression of the *ARID5B* gene is observed in the H group (log_2_FC = -1.21, *p-*value = 5 × 10^-5^). 

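ARID5B lies on chromosome 14 of Sscrofa11.1 from 65408603 to 65598485. Its expression was 3.24 ± 1.90 FPKM in the H group and 5.06 ± 7.04 FPKM in the L group (SD, n = 6 each). L3 was at 19.4 FPKM, and the other L pigs ran from 1.63 to 2.79 FPKM. The log2 fold change was -0.14 (standard error 0.52, adjusted p = 0.961 from limma, exact permutation test, two-sided, p = 0.853), and 0.35 without L3.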

*Kruppel Like Factor 11* (*KLF11*) and *Myogenic Factor 6* (*MYF6*) genes codify for proteins with key roles in the regulation of myogenesis, muscle cell differentiation and growth (Kaczynski et al., 2003; Fan et al., 2011). They were also predicted as regulatory factors in LD muscle by Óvilo et al. (2014). 

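KLF11 lies on chromosome 3 of Sscrofa11.1 from 126419011 to 126429890. Its expression was 5.36 ± 1.91 FPKM in the H group and 4.28 ± 1.68 FPKM in the L group (SD, n = 6 each, log2 fold change 0.31, standard error 0.28, adjusted p = 0.815 from limma, exact permutation test, two-sided, p = 0.314). MYF6, the myogenic factor most abundant in mature fibres, lies on chromosome 5 from 100762918 to 100764771. Its expression was 51.9 ± 9.37 and 47.4 ± 21.1 FPKM (SD, n = 6 each, log2 fold change 0.25, standard error 0.29, adjusted p = 0.862 from limma, exact permutation test, two-sided, p = 0.459).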

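MYC, a transcription factor of cell growth, lies on chromosome 4 of Sscrofa11.1 from 12455141 to 12460360. It was at 2.21 ± 0.722 FPKM in the H group and 4.47 ± 4.74 FPKM in the L group (SD, n = 6 each), with 14.0 FPKM in L3, and its log2 fold change of -0.54 (adjusted p = 0.787 from limma) was -0.16 without L3. POU3F1, a POU domain transcription factor, was at 0.670 ± 0.406 and 0.597 ± 0.196 FPKM in the H and L groups (SD, n = 6 each; exact permutation test, two-sided, p = 0.855), and its log2 fold change of 0.04 turned to -0.44 with the coverage over annotated exons. TRAFD1, a negative regulator of innate immune signalling, lies on chromosome 14 from 39549849 to 39579781. It was at 7.89 ± 3.43 FPKM in the H group and 15.9 ± 23.2 FPKM in the L group (SD, n = 6 each), with 63.1 FPKM in L3, and its log2 fold change of -0.35 turned to 0.18 without L3 (adjusted p = 0.900 from limma with L3).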

Although extreme *z*-scores were predicted for MYC, POU3F1, and TRAFD1, their functional relationship to porcine adipogenesis and muscle development is unknown.

The potential relationships between TRFs and DE genes of the aforementioned networks were explored through the search of transcript factor binding sites (TFBS) with the software Genomatix. This software identifies a number of matches among TRFs and TFBS higher than the expected by chance. TFBS were detected in a mean of 98% of the DE genes (94, 100, 100% for NW 1, 2, 3, respectively). For NW1, CREB, and CREM showed significantly higher number of matches than expected (Benjamini-corrected *p*-value = 0.05). CREB1 and CREM (Benjamini-corrected *p*-value = 0.05), KLF15 and KLF2 (Benjamini-corrected *p*-value = 0.033) and VDR (Benjamini-corrected *p*-value = 0.017) were highlighted for NW2. Lastly, KLF15 and KLF2 (Benjamini-corrected *p*-value = 0.031), CREB1 and CREM (Benjamini-corrected *p*-value = 0.046), EGR1 and EGR2 (Benjamini-corrected *p*-value = 0.046) and ATF6 and MYC (Benjamini-corrected *p*-value = 0.008) and SP1 (Benjamini-corrected *p*-value = 0.008) were overrepresented in NW3. Cyclic AMP response element-binding protein 1 (CREB1) and CAMP Responsive Element Modulator (CREM) are members of the leucine zipper family of DNA binding proteins. These proteins have an essential role during the adipocyte differentiation process (Zhang et al., 2004). Vitamin D receptor (VDR) is activated by Vitamin D and forms a heterodimer with the retinoid X receptor (RXR) and regulates the expression of their target genes. It has been reported that VDR inhibits adipogenesis through repression of the CCAAT enhancer binding protein-alpha and peroxisome proliferator-activated receptor-gamma (PPARγ) (Wood, 2008). Activating Transcription Factor 6 (ATF6) induces the expression of key adipogenic genes. Some authors showed that a reduction of this protein during adipogenesis is related with a decrease of lipid accumulation (Lowe et al., 2012). In addition to this, Sp1 Transcription Factor (SP1) represses the *C/EBPα* gene, which is required for the differentiation from preadipocytes to adipocytes (Tang et al., 1999). As it has been mentioned before, kruppel like factors and early growth factors are involved in myogenesis and muscle development. Therefore, the combined information of extreme RIF *z*-scores, TFBS and biological functions support the regulatory functions of these predicted TRFs and their contribution to the genetic variation of IMF content in the analyzed Iberian pig population.

## Conclusion

In the present study, the LD transcriptomes of 12 Iberian purebred pigs divergent for IMF have been characterized and compared. As a result, a total of 337 DE genes and newly predicted isoforms and 48 lncRNAs were identified. The functional analyses of DE transcripts allowed identifying biochemical and physiological pathways and processes liable of the differences in IMF.

Lipid metabolism genes (*FASN, SCD, ELOVL6, DGAT2, PLIN1, CIDEC*, and *ADIPOQ*) were clearly overexpressed in animals with higher EBV for IMF (H group), whereas genes involved in myogenesis and adipogenesis (*EGR1, EGR2, EGR3, JUNB, FOSB*, and *SEMA4D*) were overexpressed in animals with a lower content in IMF. This agrees with the well-known moderate antagonism between lean meat content and IMF in pigs.

Different analyses toward to identify potential regulators of these DE genes were carried out. In an analysis focused on the network related to lipid metabolism (NW3), seven hub lncRNAs co-expressed with DE genes were identified. The *ALDBSSCG0000002079, ALDBSSCG0000002093, ALDBSSCG0000003455, ALDBSSCG0000004244, ALDBSSCG0000005525*, and *ALDBSSCG0000006849* hub lncRNAs co-expressed with *SEMA4D* and *FOSB*, and are inversely correlated with IMF, and *ALDBSSCG0000004790* is correlated with *SCD, ELOVL6, DGAT2, PLIN1k*, and *CIDEC* and positively correlated with IMF. Moreover, several TRFs potentially responsible of the observed transcription differences were identified. Five of these TRFs have a role in adipogenesis (ARID5B, CREB1, VDR, ATF6, and SP1) and other three take part of myogenesis and development of skeletal muscle (ATF3, KLF11, and MYF6).

Although other functional experiments as methylation pattern analyses and/or promoter studies in cell cultures should be performed to validate the findings showed here, these results provide a set of candidate genes to explain differences in IMF content in Iberian purebred animals. Further steps toward the identification of relevant polymorphisms with extreme allelic frequencies in the divergent groups should be carried out to apply these findings to improve meat quality in Iberian pig.

## Author Contributions

MM participated in animal sampling, gene expression data analyses, and interpretation and drafting of the manuscript. LS and MR participated in experimental design, animal sampling, data interpretation, and drafting of the manuscript. JG-C participated in animal sampling and supervision of the experiments. CC and MF-B participated in animal sampling, RNA isolation, and qPCR analyses. FS-E and FG provided and controlled the animal material and participated in animal sampling.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of Candidate Genes and Regulatory Factors Underlying Intramuscular Fat Content Through Longissimus Dorsi Transcriptome Analyses in Heavy Iberian Pigs
**Source:** Front Genet. 2018 Dec 4;9:608. doi: 10.3389/fgene.2018.00608
**Supplement:** Supplementary file 1

Supplementary Material

Identification of candidate genes and regulatory factors underlying intramuscular fat content through longissimus dorsi transcriptome analyses in heavy Iberian pigs.

M. Muñoz^*^, J.M. García-Casco, C. Caraballo, M.A. Fernández-Barroso, F. Sánchez-Esquiliche, F. Gómez, M.C. Rodríguez & L. Silió.

# Supplementary Data

# Supplementary Figures and Tables

## Supplementary Figures

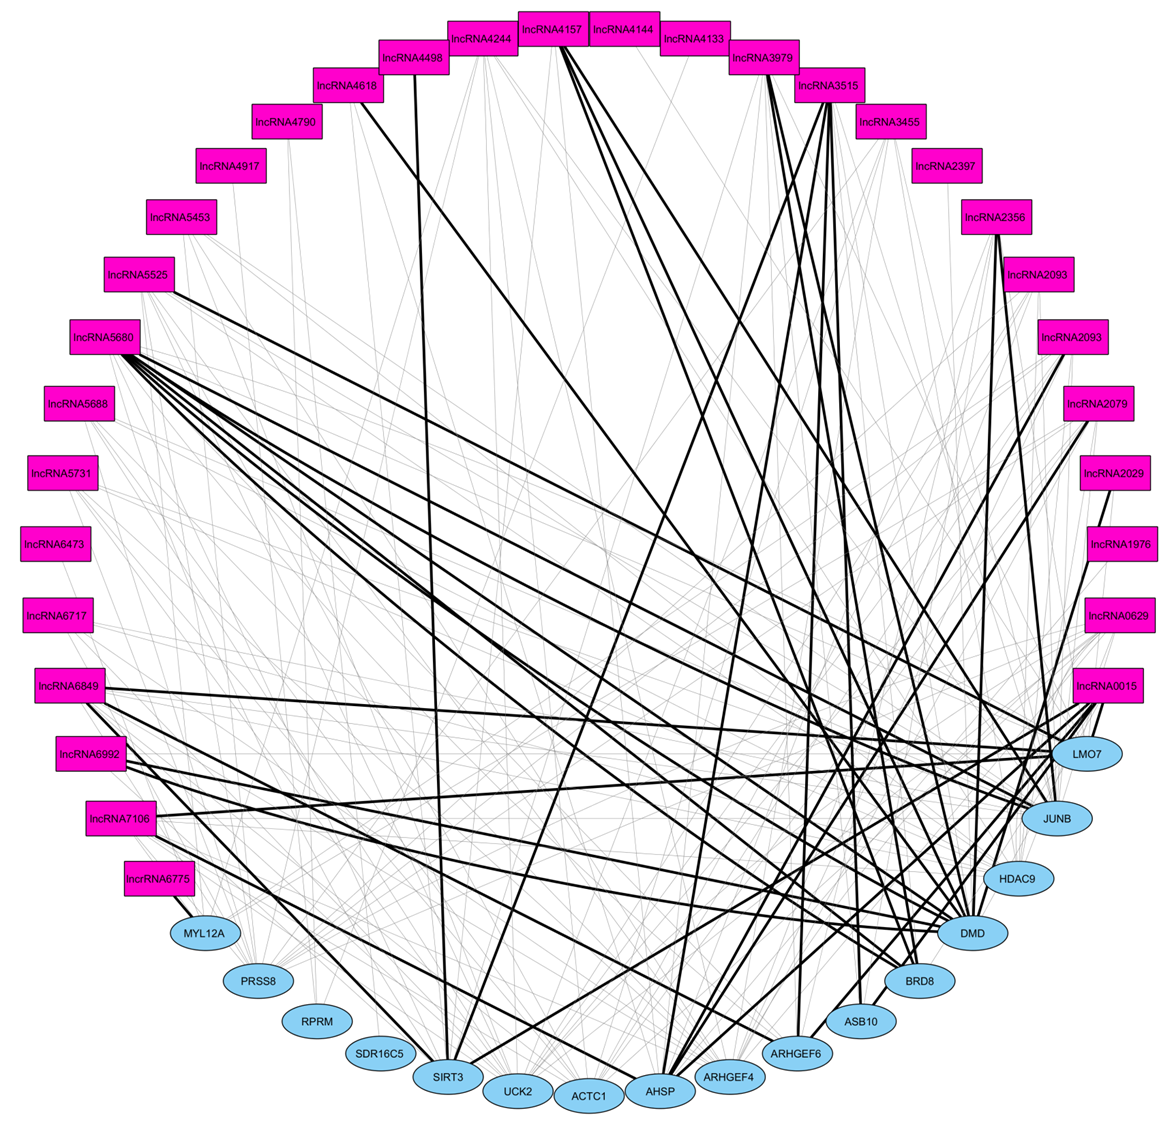

**Supplementary Figure 1.** Graphical representation of the correlations DE lncRNA and genes in network 1. Pink square nodes represent lncRNAs and blue circle nodes represent DE genes. Grey lines are positive correlations and black ones are negative correlations. lncRNAXXXX corresponds to lncRNA named in ALDB database as ALDBSSCG000000XXXX.

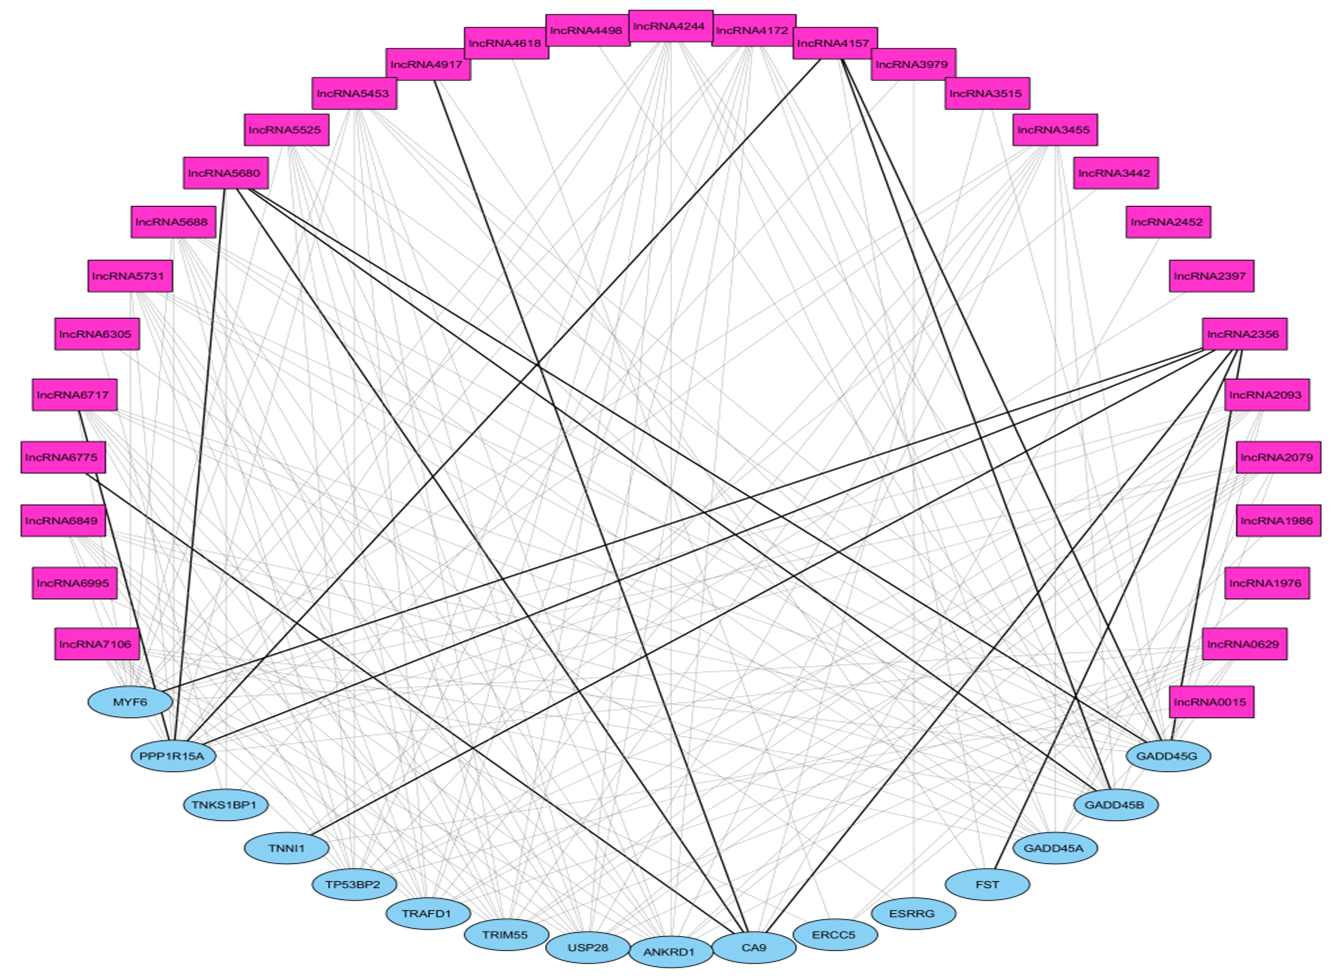

**Supplementary Figure 2.** Graphical representation of the correlations DE lncRNA and genes in network 2. Pink square nodes represent lncRNAs and blue circle nodes represent DE genes. Grey lines are positive correlations and black ones are negative correlations. lncRNAXXXX corresponds to lncRNA named in ALDB database as ALDBSSCG000000XXXX.

**
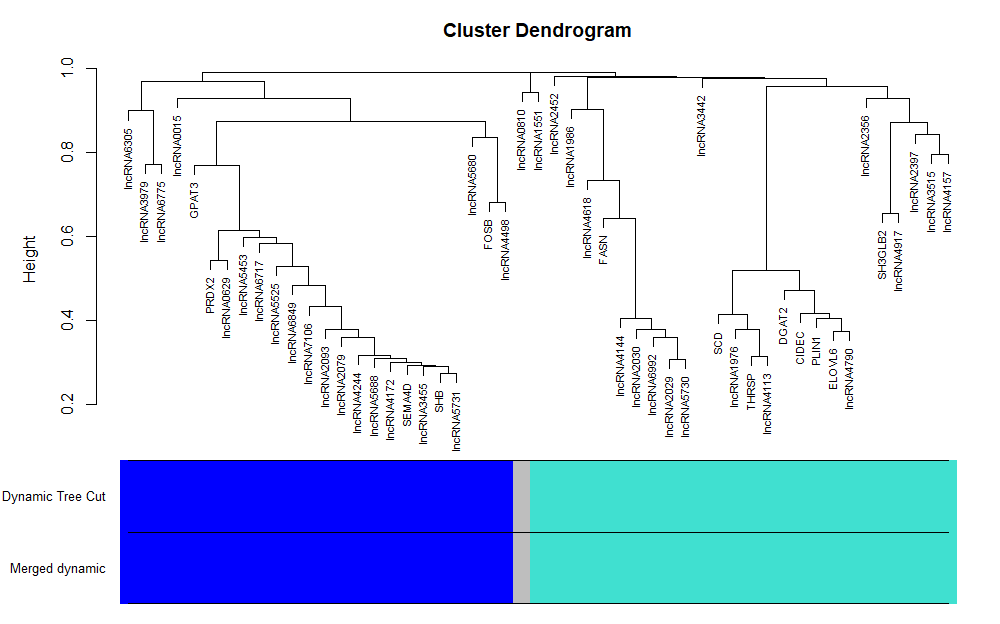
**

**Supplementary Figure 3.** Gene dendrogram based on the consensus topological overlap matrix and gene clustering using hierarchical clustering and dynamic tree cutting. The identified modules are indicated in the color of the row under the dendrogram.

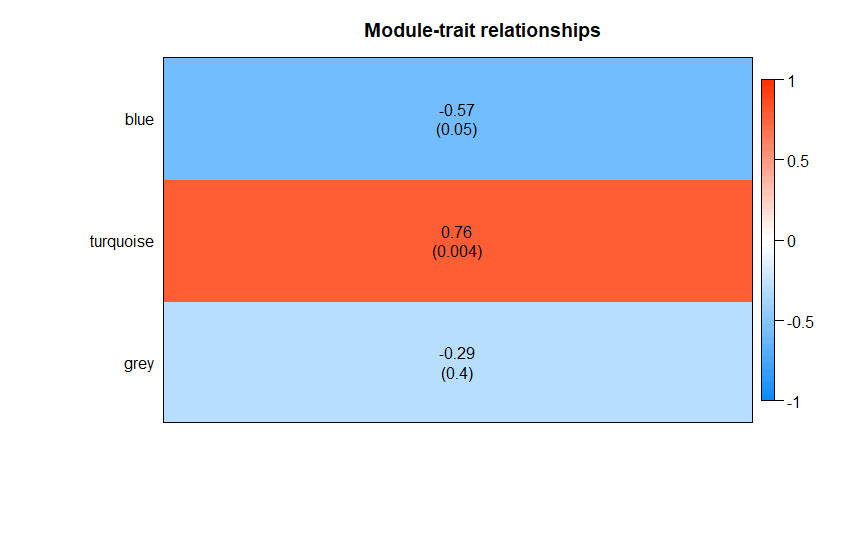

**Supplementary Figure 4.** Module-stage correlations and their corresponding *p*-values. “blue”, “turquoise” and “grey” correspond to different modules. Each module contains the correlation estimate and *p*-value between brackets. Modules are color-codes by the correlation according to the color legend on the right.

## Supplementary Tables

**Supplementary Table 1**. Primer name, sequences and size of genes selected for qPCR validation.

| **Name** | **Sequence 5’3’** | **Primer Size** |
| --- | --- | --- |
| ITGB6F | TGGATGACGACCTCAACACG | 20 |
| ITGB6R | TACTACTGCAAGGGTTGGCG | 20 |
| DCAF5F | GGTTGCTGACTGGATCCCAA | 20 |
| DCAF5R | GCAGTGAGGATGTCCTAGCC | 20 |
| CNOT10F | GAAGCCCTCATCTCTCTGGAC | 21 |
| CNOT10R | CCCTTTACAACCTTGCCCTT | 20 |
| GPHNF | GTGAACAGCCGACTCAGACA | 20 |
| GPHNR | TGCCATCATCGGATTCCCTG | 20 |
| SCDF | AATGCCACCTGGCTGGTAAA | 20 |
| SCDR | GTGGAAGCCCTCACCCACAG | 20 |
| FASNF | AGTAAGCCCAAGTACAGCGG | 20 |
| FASNR | CTCACGGAGGAGAAGATCACG | 21 |
| PFKFB3F | ATGAGAGTCCGCAAGCAGTG | 20 |
| PFKFB3R | ATGTTTGAGGCCACGACTGT | 20 |
| EGR1F | GAGGGCAGCGGCGGTAACAG | 20 |
| EGR1R | GGGAAAAGACTCTGCGGTCAGGTG | 24 |
| SPP1F | GCAGTGATAGCCTTCTGTCT | 20 |
| SPP1R | TGTGGCGCTAGGAAAGTCTG | 20 |
| DNAJA1F | ATTGAAAAAGGCTTACAGGAAACT | 24 |
| DNAJA1R | GGGGGAGCCAAAACCACCAC | 20 |
| FOSF | ATCCCAACGGTGACTGCTATCTCG | 24 |
| FOSR | TGCCCCTTCTGCCAATGCTCT | 21 |
| ADIPOQF | CCTTCACCTCCTTCATGCTCTCCT | 24 |
| ADIPOQR | GGCGAGAAGGGTGAGAAAGGAGAT | 23 |
| ATF3F | ACCCCTCGAGATGTCAGTCAC | 21 |
| ATF3R | CTCCTCAATTTGGGCCTTCAGTTC | 24 |
| ELOVL6F | AGAACACGTAGCGACTCCGAAGAT | 24 |
| ELOVL6R | GACATGCCGACCGCCAAAGATAA | 23 |
| PLIN1F | CCCCCTGGTGGCGTCTGTAT | 20 |
| PLIN1R | ACTGGAGGGCCGGTATCTTTTCT | 23 |

**Supplementary Table 2.** Total number of reads, filtered reads, and percentage of mapped reads per sample.

| **Type** | **Total Reads, n** | **Filtered Reads, n** | **Mapped results, %** |
| --- | --- | --- | --- |
| H1 | 139,583,278 | 139,021,798 | 95.4 |
| H2 | 120,144,210 | 119,522,032 | 94.3 |
| H3 | 137,201,242 | 136,625,832 | 95.1 |
| H4 | 161,747,406 | 161,059,450 | 95.0 |
| H5 | 105,988,344 | 105,559,330 | 94.5 |
| H6 | 154,892,848 | 154,288,790 | 95.3 |
| L1 | 130,967,634 | 130,430,178 | 94.7 |
| L2 | 141,699,342 | 141,206,490 | 94.7 |
| L3 | 117,605,580 | 117,215,922 | 94.9 |
| L4 | 142,698,630 | 142,167,082 | 95.5 |
| L5 | 118,793,246 | 118,373,744 | 95.3 |
| L6 | 158,290,780 | 157,699,648 | 94.7 |

H1-H6: Individuals with high breeding value for %IMF; L1-L6: Individuals with low breeding value for %IMF.

**Supplementary Table 3**. Overrepresented GO terms related of the differentially expressed genes between H and L groups using FatiGO.

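The RIF metrics score each transcription factor by how its co-expression with the differentially expressed genes differs between the H and L groups. RIF1 weights the change in correlation by the mean expression and fold change of the target genes, and RIF2 compares how well the regulator predicts target expression in each group. Both are given as z-scores, and a score outside the bootstrap interval of randomly drawn target genes counts as extreme. In the copy of Supplementary Table 4 used here, 301 regulators are listed, and 152 have a paper's RIF1 and 190 a paper's RIF2 outside the interval. Both scores lie outside for 56 regulators and neither for 15. The paper's lowest RIF1 there is that of MLLT3 and its lowest RIF2 that of CEBPG.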

**Supplementary Table 4.** RIF prediction for regulatory factors in the dataset of DE genes.

^¥^Bootstrap 99% confidence intervals for RIF1 z-scores: −1.193/2.352

^†^Bootstrap 99% confidence intervals for RIF2 z-scores: −1.223/1.648

**Supplementary Table 5.** Potential transcription factors (TRF) with extreme RIF z-scores and identified by IPA software and their corresponding target DE genes.

| TRF | Target genes in the differentially expressed dataset |
| --- | --- |
| ATF3 | PPP1R15A (NW2) |
| ATF6 | FOS (NW3),PRDX2 (NW3) |
| CLOCK | ELOVL6 (NW3), FASN (NW3),GADD45A (NW2), GADD45B (NW2), JUNB (NW3) |
| CREB1 | ESRRG (NW2), FASN (NW3), FOS (NW3), FOSB,GADD45A (NW2),GADD45B (NW2),GADD45G (NW2),IGSF9B,JUNB (NW1),KCNC4,MYC,NR4A2,PEG10,PPP1R15A (NW2), RPRM (NW1),SCD (NW3),SCN3B,TRAFD1 (NW2) |
| CREM | ACTC1 (NW1),ATF3,CSRNP1,DUSP1,EGR1 ,EGR2 ,FOS (NW3),GADD45B (NW2),JUNB (NW3),NR4A2,PPP1R15A (NW2) |
| DACH1 | EGR1, FOS (NW3) |
| DDIT3 | ANKRD1 (NW2),ATF3,PPP1R15A (NW2) |
| EBF1 | ADIPOQ, FASN (NW3),SCD (NW3) |
| EGR1 | ATF3,EGR1 ,EGR2 ,GADD45A (NW2),GADD45B (NW2),HBEGF,JUNB (NW3),MYC,PEG10,SPP1 |
| EGR2 | EGR1 ,EGR2 ,FOS (NW3),SCD (NW3) |
| ELK1 | EGR1 ,EGR2 ,FOS (NW3),JUNB (NW3),SPP1 |
| ELK3 | EGR1 ,FOS (NW3) |
| ETS2 | FOS (NW3),JUNB (NW3),MYC,SPP1 |
| ETV3 | MYC,SPP1 |
| FOS | ATF3,CTGF ,EGR1 ,EGR2 ,ELOVL6 (NW3),ERCC5 (NW2),FASN (NW3),FOS (NW3),FOS (NW3)B,JUNB (NW3),MYC,SCD (NW3),SEMA4D (NW3),SLPI,SEMA4D (NW3),SPP1,TNMD |
| FOSL1 | EGR1 ,EGR2 ,FOS (NW3),FOSB (NW3),JUNB (NW3) |
| JUNB | ATF3,DUSP1,FASN (NW3),JUNB (NW3),TNMD (NW1),PLIN1 (NW3),SCD (NW3) |
| KLF15 | CTGF ,DGAT2 (NW3),ESRRG (NW2),FASN (NW3),SCD (NW3) |
| KLF2 | CTGF ,GADD45A (NW2),JUNB (NW3),MYC |
| KLF5 | DUSP1,MYC |
| MAX | ACTC1 (NW1),GADD45A (NW2),GADD45B (NW2),MYC |
| MSC | AMPD3,GPAT3 (NW3),SPP1 |
| MYC | CIDEC (NW3),DUSP1,EGR1 ,EGR2 ,FASN (NW3),FOS (NW3),GADD45A (NW2),GADD45B (NW2),GADD45G (NW2),IER5,MYC,PEG10,PFKFB3 ,PRDX2 (NW3),SPP1 |
| MYOG | FOS (NW3),MYF6 (NW2) |
| NCOA1 | ADIPOQ ,MYC,THRSP (NW3) |
| NCOA2 | ADIPOQ ,EGR1 ,FASN (NW3),FST (NW2),PLIN1 (NW3) |
| NCOR1 | ADIPOQ ,DUSP1,FASN (NW3),PLIN1 (NW3),THRSP (NW3) |
| NFIL3 | FASN (NW3),GADD45A (NW2),GADD45B (NW2),SCD (NW3) |
| NFKB1 | ANKRD1 (NW2),CTGF ,CYR61 ,DUSP1,EGR1 ,FOS (NW3),FOSB (NW3),MYC,NR4A2 |
| POU2F1 | GADD45A (NW2),PRDX2 (NW3),SPP1 |
| PRDM1 | CA9 (NW2),EGR2 ,FOS (NW3),GPAT3 (NW3),MYC |
| RELA | ADIPOQ ,ANKRD1 (NW2),CTGF ,DUSP1,EGR1 ,EWSR1,FOS (NW3),FOS (NW3)B,JUNB (NW3),MYC,NR4A2 |
| RFX3 | MAP1A,MYC |
| SMAD1 | CTGF ,GADD45B (NW2),MYC,SPP1 |
| SMAD3 | ANKRD1 (NW2),CTGF ,EGR1 ,FOS (NW3),FST (NW2),GADD45B (NW2),HBEGF,JUNB (NW3),MYC,SPP1 |
| SMAD4 | CTGF ,ERCC5 (NW2),FOS (NW3),FST (NW2),GADD45A (NW2),GADD45B (NW2),MYC,PTK2B,SCD (NW3) |
| SMARCA1 | GADD45A (NW2),MYC |
| SMARCE1 | FOS (NW3),MYC |
| SP1 | ATF3,CTGF ,DMD (NW1),EGR1 ,FASN (NW3),FOS (NW3),HBEGF,MYC,NES ,SLC4A7 ,SEMA4D (NW3),SPP1 |
| STAT3 | ADIPOQ ,AHSP (NW1),CTGF ,EGR1 ,EGR2 ,EGR3 (NW3),FASN (NW3),FOS (NW3),FST (NW2),GADD45A (NW2),GADD45G (NW2),JUNB (NW3),MYC,NES ,NR4A2,PEG10 |
| STAT5A | ADIPOQ ,CISH,FASN (NW3),FOS (NW3),FOS (NW3)B,GADD45A (NW2),GADD45G (NW2),MYC,NR4A2,TNNI1 |
| TP63 | CYR61 ,ERCC5 (NW2),FASN (NW3),FOS (NW3),FST (NW2),GADD45A (NW2),HBEGF,JUNB (NW3),MYC |
| VDR | ADIPOQ ,GADD45A (NW2),SPP1 |
| ZBTB20 | CISH,FASN (NW3) |

IPA network of several target genes. Network 1 (NW1); network 2 (NW2) and network 3 (NW3)

How the deposited data were processed for this re-analysis (not part of the article)

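RNA of the longissimus dorsi of 12 castrated Iberian pigs, 6 of high (H) and 6 of low (L) breeding value for intramuscular fat, was sequenced by the authors as 1 paired-end library per pig. They trimmed the reads with Trim Galore, mapped them to Sscrofa11.1 with TopHat 2.1.0 guided by the Ensembl annotation, and assembled and quantified the transcripts of each library by itself with Cufflinks 2.2.1. The deposited files list the assembled transcripts of each library with their exons, their FPKM, which Cufflinks scales to the mapped fragments of that library, and their coverage. They hold no gene names and no scaling between libraries. A transcript that was not assembled in a library is missing from its file, and its value was set to 0. Between 163 and 286 transcripts under 200 bases carry 98.6 to 99.5% of the sum of FPKM of a library, so this sum was not used for scaling. The coverage of the files amounts to 9.88 to 17.6 gigabases per library.
The reference was the NCBI RefSeq annotation of Sscrofa11.1, while the authors used Ensembl. Of the 171131 distinct introns in the files 168159 (98.3%) have standard splice site bases on this sequence, which was checked to show that the coordinates fit the build. Chromosomes were used alone. Transcripts on scaffolds, which carry 0.447 to 1.27% of the coverage, were left out. A transcript was assigned to the gene on the same strand with which it shares most exonic bases, and an unstranded transcript of a single exon to the gene that covers at least 50% of it. Assigned transcripts carry 41.5 to 56.1% of the coverage. The FPKM of the transcripts of a gene were added up and scaled between libraries by median ratios over genes above 0 in all libraries.
Genes with a mean of at least 0.5 FPKM in at least 1 group were tested on log2(FPKM + 0.5) with limma 3.58.1 in R 4.3.3, with a variance trend, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.1. A second count used the study's thresholds, p of at most 0.05, q of at most 0.1 by Storey's method and a log2 ratio of the group means of at least 1.2 in size. Cuffdiff, the authors' test, works on alignments, which were not used here. Exact permutation tests used all 924 arrangements of 6 pigs against 6, and the smallest p they can give is 0.0022. New isoforms were matched between libraries by identical intron chains and tested when found in at least 6 libraries. Transcripts were read and assigned with Python 3.11.15. The fit was tested on simulated data. Of 12394 genes limma recovered 76 of 100 genes changed by 1.2 and 94 of 100 changed by 2 on the log2 scale, and called 11 unchanged genes. A simulated list shifted by 0.5 was found, and 0 other lists were called. In the real data false calls can be more frequent. Of 100 splits of the pigs, the real one included, 33 gave at least 9 fixed lists, as many as the real one.
Gene lists were tested with camera of limma at a preset correlation of 0.01, adjusted over 36 lists, and again with an estimated correlation and with fry. There are 27 lists fixed from textbook knowledge and 9 lists named by the study, which were chosen on these samples. The fixed lists are de novo lipogenesis, triglyceride synthesis and lipid droplet, lipolysis and fatty acid uptake, adipocyte markers, fatty acid oxidation, oxidative phosphorylation, glycolysis, immediate early genes, myogenic regulators, slow and fast fibre genes, developmental and stretch-responsive genes, heat shock, unfolded protein response, hypoxia, atrophy and FOXO targets, circadian clock, fibroblast and matrix, tendon, endothelial, smooth muscle and pericyte, macrophage, lymphocyte, erythroid, Schwann cell, interferon and housekeeping genes. A list's score in a pig is the mean z-score of its members. Single genes were named when the study gives them a fold change or a role, when they passed the threshold, when they were among the 4 members of a described list with the smallest p, or when a figure shows their values. The values in the study's tables had been seen when this rule was written. ACACA, ACLY, ALDOA, BTG2, CIDEA, DES, DGAT1, GAPDH, JUN, LEP, LPIN1, LPL, MYH1, MYH2, MYH4, MYLPF, MYOD1, MYOG, PLIN3, SIK1, TNNC2, ZFP36, the new isoforms named and the genes called under an alternative alone fall outside the rule and were chosen after their values were seen. ACTA1, CKM, FST, TTN and UCK2 fall outside the rule as well. The tests, the lists, the rule for named genes and most alternatives were fixed before the data were examined.
The alternatives were other pseudocounts (0.1 and 1), no filter or stricter filters, FPKM as deposited, quantile normalization, transcripts that match an annotated intron chain, limma without a trend or with array weights, the number of filtered reads as a covariate, the individual number as a block, and each pig left out in turn. After the data were seen, 4 were added: no transcripts under 200 bases, coverage over the annotated exons, genes above 0 in all libraries, and the fit without H4 and L3. H and L pigs share the numbers 1 to 6, but these do not pair the animals.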

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

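The tests by splits of the pigs, with fibre genes, with relations between scores, with the share inside introns, of the adipocyte markers without each pig and of the transcripts around LOC102162288 were chosen after the result was seen.
In 24 of 202 groups of 6 pigs or values of a group, 1 pig lay far from the other 5 by Dixon's test at its 95% critical value, where chance gives about 1 in 20 groups. In 12 of these the pig was L3. It had the fewest transcripts of the L group (30535, the others 34463 to 36061, gap over range 0.711) and the fewest of a single exon (0.635). L3 was low in the scores of fatty acid oxidation (0.681) and oxidative phosphorylation (0.662), and high in the score of immediate early genes (0.656) and in EGR2 (0.694), SEMA4D (0.891), ATF3 (0.663), ARID5B (0.805), TRAFD1 (0.723), CEBPG (0.708) and SHB (0.841).
Other pigs stood apart in single results. H2 was high in the hypoxia score (0.668) and low in EGR3 (0.687), where it is listed at 0. H3 was low in the erythroid score (0.668) and in AHSP (0.803), where it is listed at 0, and high in the housekeeping score (0.687). H4 was high in PFKFB3 (0.639) and in MCAM (0.648), L4 in PFKFB3 (0.779), L5 in the tendon score (0.681) and L2 in SH3GLB2 (0.7001). HBM in L2 (0.774) and EPB42 in L5 (0.771) were also flagged as low, each listed at 0 in that L pig alone.
LOC102162288, which the paper does not name, has a signal in all 6 H pigs (mean 0.983 FPKM) and is listed at 0 in all 6 L pigs. A technical cause may lie in how transcripts were assembled there. In 3 L pigs (L1, L4 and L6) a transcript of the other strand has an exon over at least 50% of the gene, so that the reads may have been given to that strand. In L2 there were 0 transcripts within 20000 bases. In L3 and L5 other-strand exons cover at most 12.61% of the gene, which argues against this cause in these 2 pigs. The paper's groups give a biological explanation, a difference between H and L, which these values do not test by themselves.
The immediate early genes, lower in the H pigs, were set against chance, depth, tissue, RNA composition and handling, and 13 of the 27 genes are in a list named by the study. Of 100 splits of the 12 pigs drawn from 462, the real one included, 4 gave the list as small a p by camera (real 14.3 on the -log10 scale, highest other 20.8), and 4 gave any of the 27 fixed lists as small a p, so chance is excluded at 0.05 only narrowly, for camera's p at the preset correlation, and is left open by the list's score (exact permutation test, adjusted p = 0.195 over 36 lists), by an estimated correlation (adjusted p = 0.289) and by fry (adjusted p = 0.164). The numbers of reads overlapped widely between the groups (exact permutation test, two-sided, p = 0.881), which argues against depth. With the number of reads as a covariate the median log2 fold change was -0.89 (-1.05 to -0.68 without each pig). The fibre genes above 0 in all pigs had a median of -0.0202 (18 genes, -0.08 to 0.04). A lower share of muscle fibres is left open. ACTA1, MYH1, MYH2 and MYH4 are listed at 0 in all libraries, and scaling by median ratios can hide a shift common to most genes. RNA composition, with a smaller share of transcripts inside introns where the score is high, remains open, since the r of the 2 within groups was -0.4996 (permutation p = 0.126), but -0.0765 without L3. Handling at slaughter, which could raise both immediate early and heat shock genes, remains open. The r between the 2 scores within groups was 0.53 (permutation p = 0.113, adjusted p = 0.346 over 7 relations). It was 0.20 in H and 0.70 in L, where L3 had the highest value of both scores (1.69 and 1.89). In L1, L2, L4, L5 and L6 the immediate early scores were 0.02, 0.53, -0.08, 0.25 and 0.37. The heat shock scores of these pigs were 0.47, -0.93, -0.14, -0.46 and 0.33, which do not rise with them, so the r of 0.70 in L rests on L3. The r of 0.53 was not computed without L3, so it may rest on that pig as well.
For the adipocyte markers, higher in the H pigs, 4 of the 100 splits, the real one included, gave this list as small a p by camera (real 5.14 on the -log10 scale, highest other 11.1). The list was picked after the results were seen, and 52 of the 100 gave some fixed list as small a p (highest other 20.8), so chance is not excluded. The median log2 fold change without any 1 pig was at least 0.44, which argues against a single animal. A lower share of muscle fibres would raise the markers of other cells together, and the r between the adipocyte and endothelial scores within groups was -0.32 (permutation p = 0.382, adjusted p = 0.446), which leaves this open, and more adipocytes in the H muscle may explain the higher values as well (3 of the 13 markers are in a list named by the study).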

How the results depend on the processing

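The tests without H4 and L3, without transcripts under 200 bases, with coverage over the annotated exons and over genes above 0 in all pigs were chosen after the results were seen.
Limma called 1 gene, and 1 at the study's thresholds, under most alternatives. It called 0 and 0 with a mean of at least 1 FPKM (805 at unadjusted p < 0.05), with 0.5 FPKM in both groups (776), with the individual number as a block (886) and over genes above 0 in all pigs (784). The first, second and last of these leave LOC102162288 out by construction. H and L pigs of the same number had residual correlations of -0.0773 to 0.0617, and 1 of 12 pigs correlated best with its own number. With the block the smallest adjusted p of any gene was 0.557. In the other settings that of LOC102162288 was 0.000338 to 0.0781. At the study's thresholds it called 2 without a filter and 2 without a trend, and with array weights 2 and 2 (DMTN added). Leaving out each pig gave 1 to 3 genes, and 1 to 4 at the study's thresholds. Added were LOC110255408 without H1 (adjusted p = 0.0603), TMEM261 (0.00529) and DRP2 (0.0664) without H2, RPL27A without H3 (0.000150), NNAT without H5 (0.00658), DMTN and RPL10 without L3 (0.0419 each), TTC23 (0.00193) and EIF3F (0.000336) without L4, and SLA-1 and RPL37A without L5 (0.00691 each). Of the genes added when a pig was left out, RPL27A, EIF3F and RPL37A were lower in H and the others higher. Of the 4 new isoforms limma called 0 with the block (112 at unadjusted p < 0.05) and 0 with no minimum number of libraries (199). Camera passed 9 fixed lists, against 0 with an estimated correlation (smallest adjusted p = 0.289) and 0 with fry (0.164), and 7 to 11 under the other alternatives. The members of these counts changed. Without H4 and L3 the heat shock list reversed to 0.12, the median of the atrophy list turned to 0.01 (adjusted p = 0.186), and the unfolded protein and pericyte lists did not pass, while slow fibre genes and macrophages did (0.0885 each). With quantile normalization heat shock and atrophy (median 0.02, 0.130) did not pass, and oxidative phosphorylation (0.0260) and fatty acid oxidation did. With coverage over exons the atrophy list did not pass (0.147), over genes above 0 in all pigs the developmental list (0.0424) and macrophages (0.0964) did, and with the block the developmental list did (0.0358). The concordance with q-PCR was 0.892 with limma's fold change. The difference in expressed genes, 222.3, kept its direction but its p exceeded 0.05 at 0.1 FPKM (253.8), at 1 FPKM (205.5) and as deposited (211.7). The share of new isoforms was 14.3% in at least 2 libraries and 28.6% at 0.5 FPKM or more.
The log2 fold changes of named genes that reversed were, with transcripts that match an annotated intron chain, ATF3 0.21, CNOT10 -0.99, ITGB6 0.062, HDAC9 0.71, DUSP1 1.94, ATF6 2.32, HSPA5 1.02, HERPUD1 0.89, FBXO30 0.074, PECAM1 -0.27, PDGFRB -0.11 and MCAM -0.93. Without H4 and L3 they were PLIN2 0.039, ARID5B 0.48, TRAFD1 0.36, CEBPG 0.078, SPP1 0.030 and ANKRD1 0.19. With coverage over exons they were POU3F1 -0.44, CNOT10 -0.088 and DMD -0.078, with quantile normalization POU3F1 -0.064 and CEBPG 0.010, with array weights ARID5B 0.087 and CEBPG 0.0046, and as deposited GPHN -0.00054. Leaving out each pig gave ARID5B -0.34 to 0.35 (reversed without L3), TRAFD1 -0.59 to 0.18 (L3), CEBPG -0.12 to 0.085 (L3), SPP1 -0.95 to 0.070 (L1), DNAJA1 -0.060 (L5) to 0.42, POU3F1 -0.10 (H6) to 0.14, GPHN -0.19 (H3) to 0.13 and ITGB6 -0.34 to 0.25 (H5). With the breeding value in place of IMF the correlations of scores reversed to -0.55 (adipocyte markers, H), 0.0051 (immediate early genes, H), -0.23 (lipogenesis, L) and -0.033 (immediate early genes, L). Of the other comparisons of named genes 1194 kept direction and side of the threshold and 1 became weaker, and of lists 311 kept them, 41 became weaker and 7 stronger. Beyond the constructions named, the cause was not tested. Regulatory impact factors with the called genes as targets were not run, since the 1 gene called is listed at 0 in all L pigs. Genes near 0.5 FPKM are limited by what was assembled in each library.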

Differences from the paper's values

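No test in this part was chosen after the result was seen, apart from the alternatives marked so.
Fold changes are listed here as differing when their signs differ or when the gap exceeds 1 standard error from limma, and counts and shares when one exceeds 1.5 times the other. Under this rule a small gap can be listed, and values that do not differ need not be equal.
The paper reports 221 differentially expressed genes, 78 higher and 143 lower in H, and 116 new isoforms, 44 higher and 72 lower. At the paper's thresholds, but with limma in place of Cuffdiff, 1 gene was called here (1 higher, 0 lower) and 4 new isoforms (2 higher, 2 lower). None of the alternatives set before the data were examined brings these counts within the paper's. Without the threshold on q, 174 genes pass (110 higher, 64 lower), against 83 and 80 with quantile normalization, 49 and 52 at a minimum of 1 FPKM and 23 and 37 at 0.5 FPKM in both groups, so which direction holds more genes depends on the filter.
For the log2 fold change of ELOVL6 the paper gives 1.50 and the ratio of the means here is 0.77. They do not differ with a pseudocount of 0.1, where the error is larger, or with transcripts that match an annotated intron chain (1.41), and differ under the others. For EGR3 the paper gives -1.39, against -0.98 here, a gap above 1 standard error (0.323). With a pseudocount of 0.1 alone the gap lies within the standard error (0.602). For SEMA4D the paper gives -1.96, against -0.66 here, under all alternatives. For ARID5B the paper gives -1.21, against -0.64 here, which do not differ with matched intron chains alone (-0.89).
In Table 2 the paper's values by RNA-seq are -0.25 for CNOT10, -0.57 for DNAJA1, 2.54 for FASN, -0.05 for GPHN and 0.12 for ITGB6. Here they are 0.28, 0.15, 1.945, 0.0534 and -0.0434. GPHN and ITGB6 are listed for their signs alone, since their gaps lie within the standard errors (0.259 and 0.465). The sign of ITGB6 is the paper's with quantile normalization (0.0049), and the others are listed under all alternatives set before the data were examined. The paper's text gives another value for FASN than its Table 2, 1.73.
Of the shares of transcripts, the paper gives 6.20% contained, 42.46% new isoforms, 1.84% with generic overlap and 8.96% intergenic. Here they are 32.9, 25.4, 4.36 and 5.19%. RefSeq was used in place of Ensembl, and transcripts were matched between libraries and classed without Cuffcompare. The paper's class of multiple classifications was not used. Which of these changes causes the gaps was not tested. New isoforms at 0.5 FPKM or more (28.6%) and intergenic transcripts in at least 2 libraries (6.77%) come within 1.5 times the paper's shares but stay below them, and the others do not come within it under any alternative set before the data were examined. The paper's mean IMF of the L group is 3.45, and the labels give 1.98. For the RIF1 of MLLT3 the paper gives -5.35, against -1.57 here, also with FPKM in place of log2 values (-1.36). These scores are not on one scale, since the paper standardised over all of its expressed regulators with its own targets, and here over 279 regulators that it lists as extreme, with 65 targets. No alternative was set for the mean IMF.
In its networks the paper colours DMD, MYF6 and PRDX2 as lower in H, where the ratios of the group means are 0.20, 0.13 and 0.14. By this measure 15 of 16, 14 of 15 and 12 of 13 genes tested have the paper's direction, among them PRSS8 (-0.82) and TNNI1 (-0.18). By limma's fold change these 2 are opposite (0.07 and 1.39), which leaves 14, 13 and 12. In the text the paper counts other numbers of regulators outside the intervals than its Supplementary Table 4 holds, which lists 152 for RIF1, 190 for RIF2 and 56 for both.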

Other observations

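The tests in this part that split the pigs at random and the values without H4 and L3 were chosen after the results were seen.
The 5 erythroid markers tested were all higher (median log2 fold change 0.58), among them HBB, the beta globin, at 212 ± 73.2 FPKM in the H group and 107 ± 39.8 FPKM in the L group (SD, n = 6 each, exact permutation test, two-sided, p = 0.0216). The score was above the L median in 5 of 6 H pigs, and HBB and AHSP were higher when adjusted over the list alone. TEK, a receptor of endothelial cells, was at 3.20 ± 0.308 and 2.501 ± 0.342 FPKM (SD, n = 6 each, exact permutation test, two-sided, p = 0.00649). PDGFRB, a receptor of pericytes, was at 9.53 ± 2.11 and 6.92 ± 2.1002 FPKM (SD, n = 6 each, exact permutation test, two-sided, p = 0.0541). Smooth muscle and pericyte markers had a median of 0.32 (limma's camera, adjusted p = 0.0186, adjusted p = 0.497 with an estimated correlation), with 6 of 6 H pigs above the L median, but without H4 and L3 the median was 0.11 (adjusted p = 0.379).
DNAJB1, a chaperone induced by heat shock, was listed at 12.7 FPKM in H2, 18.8 FPKM in H5 and 0 in the other H pigs, and at 15.4, 35.9, 14.0, 29.3, 23.3 and 29.1 FPKM in L1 to L6. ATF4, the transcription factor of the integrated stress response, was at 537 ± 125 and 771.2 ± 211 FPKM (SD, n = 6 each, exact permutation test, two-sided, p = 0.0325). The unfolded protein response had a median of -0.21 (limma's camera, adjusted p = 0.0186, adjusted p = 0.497 with an estimated correlation), with 4 of 6 H pigs below the L median, but without H4 and L3 the median was -0.05 (adjusted p = 0.378). Genes of atrophy and FOXO had a median of -0.05 (limma's camera, adjusted p = 0.0531, adjusted p = 0.497 with an estimated correlation), with 5 of 6 H pigs below, and without H4 and L3 or with quantile normalization the list did not pass. FBXO32, a ubiquitin ligase of atrophy, was at 61.5 ± 16.6 and 95.4 ± 33.0 FPKM (SD, n = 6 each, exact permutation test, two-sided, p = 0.0693).
The other fixed lists did not pass camera at the settings used throughout, and those that passed under an alternative are given with the alternatives. Their median log2 fold changes and adjusted p of limma's camera were 0.08 and 0.377 for oxidative phosphorylation, -0.11 and 0.354 for glycolysis, -0.13 and 0.444 for slow and 0.16 and 0.522 for fast fibre genes. They were -0.65 and 0.162 for developmental and stretch-responsive genes, -0.27 and 0.207 for hypoxia, -0.09 and 0.331 for the circadian clock, 0.12 and 0.331 for fibroblasts and -0.25 and 0.522 for tendon. For macrophages they were 0.21 and 0.172, for lymphocytes 0.09 and 0.729, for Schwann cells 0.25 and 0.467, for interferon 0.20 and 0.697 and for housekeeping genes -0.05 and 0.377.
Within the groups, the scores of lipogenesis, adipocyte markers and immediate early genes did not follow the labelled IMF (r of -0.302, 0.193 and -0.042 in H, and 0.471, -0.200 and 0.172 in L, exact permutation tests, adjusted p = 0.926 over 6 relations, n = 6 each).
Other splits of the 12 pigs show how far the counts may come from chance. Of 100 splits drawn, the real one included, 29 gave at least as many called genes as the real one (real 1, highest other 3), 27 at the study's thresholds (real 1, highest other 3), 19 as many new isoforms (real 4, highest other 8) and 33 as many fixed lists (real 9, highest other 14). Chance is not excluded for any of these counts.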
